# Aberrant expression and localization of the RAP1 shelterin protein contribute to age-related phenotypes

**DOI:** 10.1371/journal.pgen.1010506

**Published:** 2022-11-28

**Authors:** Amanda J. Stock, Ross A. McDevitt, Chandrakala Puligilla, Yajun Wang, Yongqing Zhang, Kun Wang, Chongkui Sun, Kevin G. Becker, Elin Lehrmann, William H. Wood, Yi Gong, Mohammad Aqdas, Myong-Hee Sung, Victoria Hoffmann, Chengyu Liu, Myriam Gorospe, Lea Harrington, Luigi Ferrucci, Yie Liu

## Abstract

Short telomeres induce a DNA damage response (DDR) that evokes apoptosis and senescence in human cells. An extant question is the contribution of telomere dysfunction-induced DDR to the phenotypes observed in aging and telomere biology disorders. One candidate is RAP1, a telomere-associated protein that also controls transcription at extratelomeric regions. To distinguish these roles, we generated a knockin mouse carrying a mutated *Rap1*, which was incapable of binding telomeres and did not result in eroded telomeres or a DDR. Primary *Rap1* knockin embryonic fibroblasts showed decreased RAP1 expression and re-localization away from telomeres, with an increased cytosolic distribution akin to that observed in human fibroblasts undergoing telomere erosion. *Rap1* knockin mice were viable, but exhibited transcriptomic alterations, proinflammatory cytokine/chemokine signaling, reduced lifespan, and decreased healthspan with increased body weight/fasting blood glucose levels, spontaneous tumor incidence, and behavioral deficits. Taken together, our data present mechanisms distinct from telomere-induced DDR that underlie age-related phenotypes.

## Author summary

As we age, special structures at the ends of our chromosomes, known as telomeres, gradually get shorter. Critically short telomeres activate pathways that disrupt cell division and function or induce cell death. We sought to address the extent to which, as telomeres shorten, telomeric proteins might relocate to other regions of the cell and thus alter cellular function through a telomere-independent mechanism. We chose to focus on the telomere-associated protein, RAP1, since RAP1 is primarily a telomeric protein, but is also found in other regions of the cell where it affects gene expression. To determine the effects of RAP1 distal to telomeres, we generated a *Rap1* mutant mouse model in which RAP1 does not localize at telomeres. Cells derived from this model showed decreased RAP1 expression and increased distribution of RAP1 in the cytosol, similar to that observed in human fibroblasts undergoing telomere attrition. *Rap1* mutant mice exhibited changes in gene expression, inflammation, glucose metabolism, behavior, and decreased lifespan and healthspan. These findings support two important functional roles for RAP1, telomeric and extratelomeric, and suggests that both these respective functions may be integral to aging phenotypes.

## Introduction

Telomeres are chromosome termini-capping structures consisting of tandem DNA nucleotide repeats and a six-protein shelterin complex that includes the repressor/activator protein 1 (RAP1) [1]. Loss of telomere repeats or loss of protection by the shelterin complex can evoke an ataxia-telangiectasia mutated (ATM)- or ataxia-telangiectasia and Rad3-related (ATR)-kinase dependent DNA damage response (DDR), which results in telomere dysfunction-induced foci (TIF) formation and drives cell death or senescence [1]. In humans, telomere shortening is a hallmark of aging [2]. Emerging evidence suggests a crucial role for critically short telomere-induced DDR in cellular dysfunction in telomere biology disorders [3]. However, a causal mechanism elicited by telomere erosion in age-related pathologies, such as cancer, diabetes mellitus, and neurodegeneration remains elusive.

RAP1 is the most conserved telomeric protein from yeast to humans [4]. Mammalian RAP1 relies on its interaction with the telomere repeat binding factor 2 (TRF2) to localize to telomeres [4]. The hydrophobic residues of isoleucine 318 and phenylalanine 336 in RAP1 have been shown to mediate RAP1 and TRF2 interactions in humans [5]. In mice, mutation of isoleucine 312 to an arginine in RAP1 disrupts its interaction with TRF2 and thereby its telomeric localization [6]. Murine RAP1 appears dispensable for telomere end protection. Unlike other shelterin null mice, *Rap1* null mice are viable and fertile [7,8] and lack a telomere dysfunction-induced DDR or chromosome end-to-end fusions [7,9,10]. Conversely, loss of *Rap1* exacerbates telomere shortening and dysfunction in the context of telomerase deficiency [10] or senescence [11]. *Rap1* deficiency also impacts telomere recombination when telomeres have lost protection by key shelterin proteins or TRF2-mediated telomere wrapping/topology [7,12,13].

Although mammalian RAP1 is primarily telomeric, it exerts extratelomeric functions that include transcriptional repression/activation of genes involved in metabolism and cancer [6,8,14–16]. Localization of RAP1 to extratelomeric genomic loci is telomere length-dependent, as progressive telomere shortening leads to re-localization of RAP1 from telomeres to extratelomeric genomic sites [10]. RAP1 influences gene transcription independently of TRF2-mediated binding to telomeres [6,14,17]. RAP1 appears to impact gene transcription through its interactions with proteins distal to telomeres, including epigenetic modifiers [17] as well as the IkappaB kinase in the cytosol [16], which activates Nuclear Factor-kappa B (NF-kB), a master transcription factor that plays fundamental roles in many signaling cascades [18]. *Rap1* null mice also exhibit telomere-independent pathological changes, including obesity with increased white adipose tissue deposition, liver steatosis, and glucose intolerance [6,8]. These results and other published work in budding yeast [19,20] show that RAP1 is involved in cellular functions in addition to a role in telomere maintenance.

Given the age-associated decline in telomere length and TRF2 expression, as well as the decline in telomeric-bound RAP1 as telomeres erode [10,21–23], we hypothesized that an age-associated increase in extratelomeric “free” RAP1 might alter the transcriptome and exacerbate age-associated phenotypes. We therefore generated a knockin mouse model that expressed only the *Rap1* mutant unable to bind TRF2. These *Rap1* knockin mice showed a reduction in RAP1 protein levels and an increased distribution of extratelomeric/cytosolic RAP1. Similar alterations in RAP1 were observed in primary human fibroblasts undergoing telomere attrition. *Rap1* knockin mice exhibited systemic alterations in gene transcription, pro-inflammatory cytokines and chemokines, as well as various age-related phenotypes (i.e., inflammation, metabolic dysfunction, increased tumor incidence, behavioral deficits). Thus, our studies reveal that loss of telomere-bound RAP1 elicits age-associated phenotypes that impact mammalian health and lifespan. These findings suggest that there are important telomeric and non-telomeric roles of RAP1 that may be integral to aging phenotypes and could be modified for therapeutic benefit.

## Results

### Mice expressing extratelomeric RAP1 have decreased lifespans

To determine the extratelomeric role of RAP1 and its potential contribution to accelerated aging and disease *in vivo*, we used CRISPR/Cas9 editing to generate a *Rap1* knockin (KI) mouse with a point mutation (I312R) in the amino acid previously established to be required for the association of RAP1 with TRF2 and telomeres [5,6] (Fig 1A). The *Rap1* knockin allele was confirmed by Sanger sequencing (Fig 1B). *Rap1* homozygous knockin (*Rap1*^KI/KI^) and heterozygous knockin (*Rap1*^KI/WT^) mice were viable and fertile with a normal Mendelian inheritance pattern, supporting the observation that RAP1 at telomeres is dispensable for murine embryogenesis. Notably, however, *Rap1* knockin mice had decreased lifespans compared to wild-type (WT) littermates (Fig 1C).

**Fig 1:**
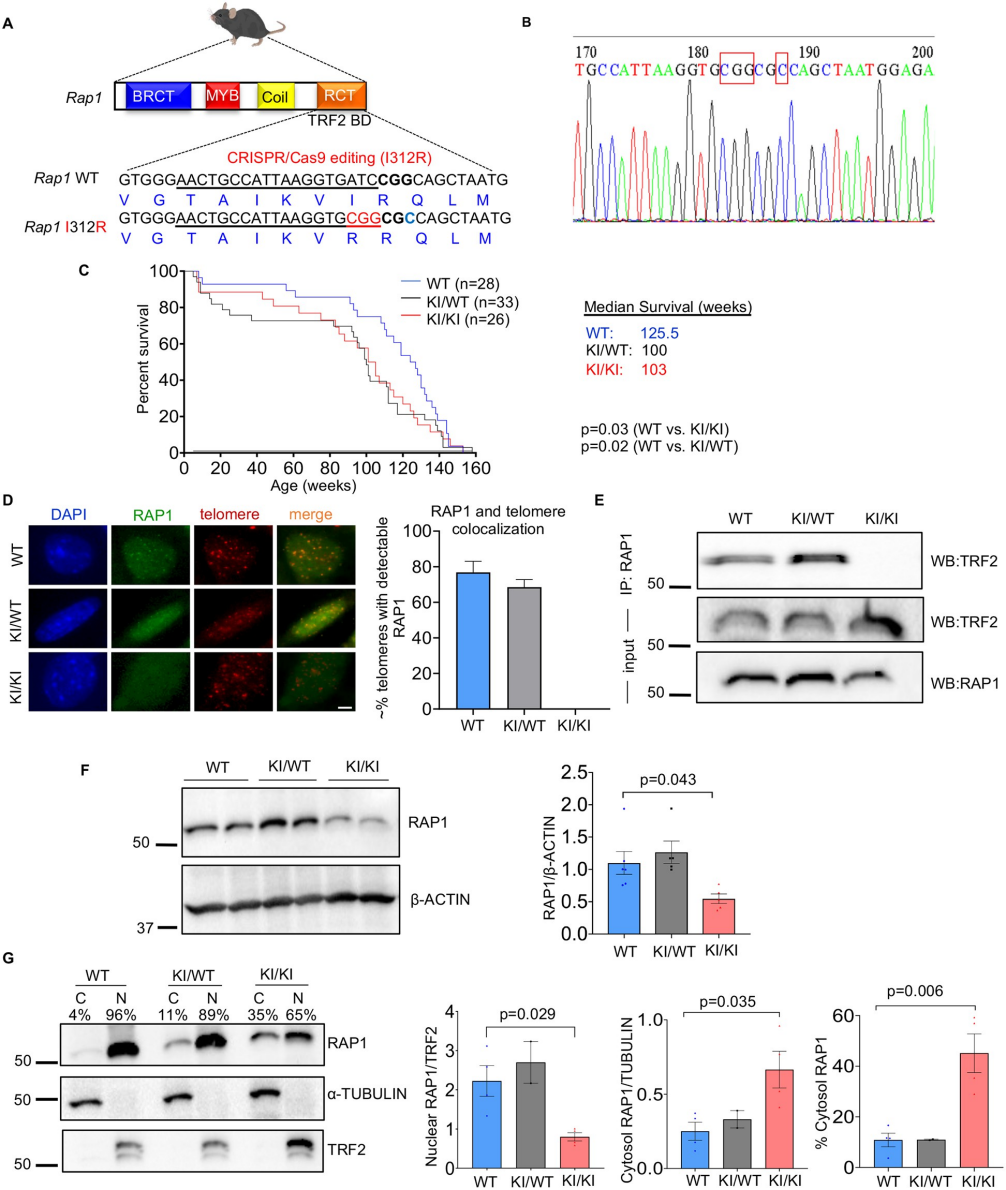
Generation and life span of *Rap1* knockin mice. **(A)** Schematic representation of the generation of a point mutation in the mouse *Terf2ip* (*Rap1*) gene using the CRISPR/Cas9 system. The sgRNA binding sequence is underlined, and the point mutation (red, I312R) was generated at the residue required for RAP1-TRF2 binding within the RCT domain of the WT and *Rap1* knockin allele. *BD*: binding domain. **(B)** Sequence of the *Rap1* mutation. Point mutations are boxed in red, and a single amino acid substitution is shown in the left box. **(C)** Lifespan of WT, *Rap1*^KI/WT^, and *Rap1*^KI/KI^ mice represented by Kaplan-Meier survival curves. Curves for total mice (n = 28 WT, n = 33 *Rap1*^KI/WT^, and n = 26 *Rap1*^KI/KI^, left panel) are displayed. P values were determined using Gehan-Breslow-Wilcoxon tests. **(D)** Representative images and bar graph quantification of nuclei (blue) from primary WT, *Rap1*^KI/WT^, and *Rap1*^KI/KI^ MEFs stained using IF with anti-RAP1 (green) and telomere-FISH (red). Colocalization of RAP1 and telomeres was detected in WT and *Rap1*^KI/WT^, but not in *Rap1*^KI/KI^ MEFs. ~100 nuclei per genotype were analyzed, Scale bar: 5μm. **(E)** Western blot analysis of TRF2 and RAP1 on RAP1 immunoprecipitants and input using whole lysates. **(F)** Western blot and quantification of RAP1 levels in whole-cell lysates. P value was determined by a One-way ANOVA with Tukey’s post-hoc comparisons. n = 6 WT, n = 5 KI/WT, and n = 5 KI/KI primary MEF lines. **(G)** Western blot of cytosol (C) and nuclear (N) fractions probed with anti-RAP1, anti-α-TUBULIN (cytosolic protein), and anti-TRF2 (nuclear protein). Quantifications of RAP1 levels in the nucleus (left), cytosol (middle), and the percentage of RAP1 cytosolic distribution (right) are shown in bar graphs. n = 4 WT, n = 2 *Rap1*^KI/WT^, and n = 4 *Rap1*^KI/KI^ primary MEF lines. P values between WT and *Rap1*^KI/KI^ were determined by student’s unpaired t-tests. All data are mean ± SEM.

### Retention of telomeric and nuclear RAP1 requires its interaction with TRF2

To assess the anticipated absence of RAP1 at telomeres in *Rap1*^KI/KI^ mice, we performed immunofluorescence-telomere fluorescence in situ hybridization (IF-telomere FISH) on primary mouse embryonic fibroblasts (MEFs). RAP1 co-localized with telomeres in WT and *Rap1*^KI/WT^ MEFs. In *Rap1*^KI/KI^ MEFs, 100% of the cells exhibited diffuse nuclear/cytosolic staining, and no RAP1 was detected at nuclear foci or telomeres (Fig 1D). Anti-RAP1 immunoprecipitation showed that TRF2 was detected in WT and *Rap1*^KI/WT^ MEFs, but not in *Rap1*^KI/KI^ MEFs (Fig 1E). These results confirm that this RAP1 mutant does not bind TRF2 or associate with telomeres [6]. We did not detect changes in *Rap1* mRNA levels in *Rap1*^KI/KI^ MEFs (S1A Fig). Western blotting demonstrated that RAP1 protein levels were decreased in *Rap1*^KI/KI^ MEFs, compared to WT MEFs (Fig 1F), consistent with a previous observation that RAP1 protein levels are reduced in the absence of the RAP1-TRF2 interaction [7]. RAP1 protein levels in *Rap1*^KI/WT^ MEFs were comparable to WT MEFs (Fig 1F). Cell fractionation and western blotting showed increased cytosolic RAP1 in *Rap1*^KI/WT^ and *Rap1*^KI/KI^ MEFs, compared to WT MEFs (Fig 1G). Similar changes in RAP1 were observed in *Rap1*^KI/KI^ mice, *i*.*e*., *Rap1*^KI/KI^ brain tissues showed reduced RAP1 expression and increased cytosolic RAP1 distribution (Fig 2), which was apparent in young and old female and male mice. A modest reduction in RAP1 expression and an increase in cytosolic RAP1, with no marked changes in TRF2 cytosolic distribution, occurred in human primary fibroblasts undergoing telomere attrition during prolonged culture (S2 Fig). We did not detect changes in *Trf2* mRNA (S1B Fig) or TRF2 protein levels (S1C Fig) in MEFs expressing RAP1 I312R or evidence of TRF2 re-localization to the cytosol (Fig 1G), indicating that RAP1 can localize to the cytosol independently of TRF2. In summary, the changes in *Rap1* expression and RAP1 cytosolic distribution that occur in the *Rap1* knockin model are reminiscent of those changes observed during replicative senescence in human cells.

**Fig 2:**
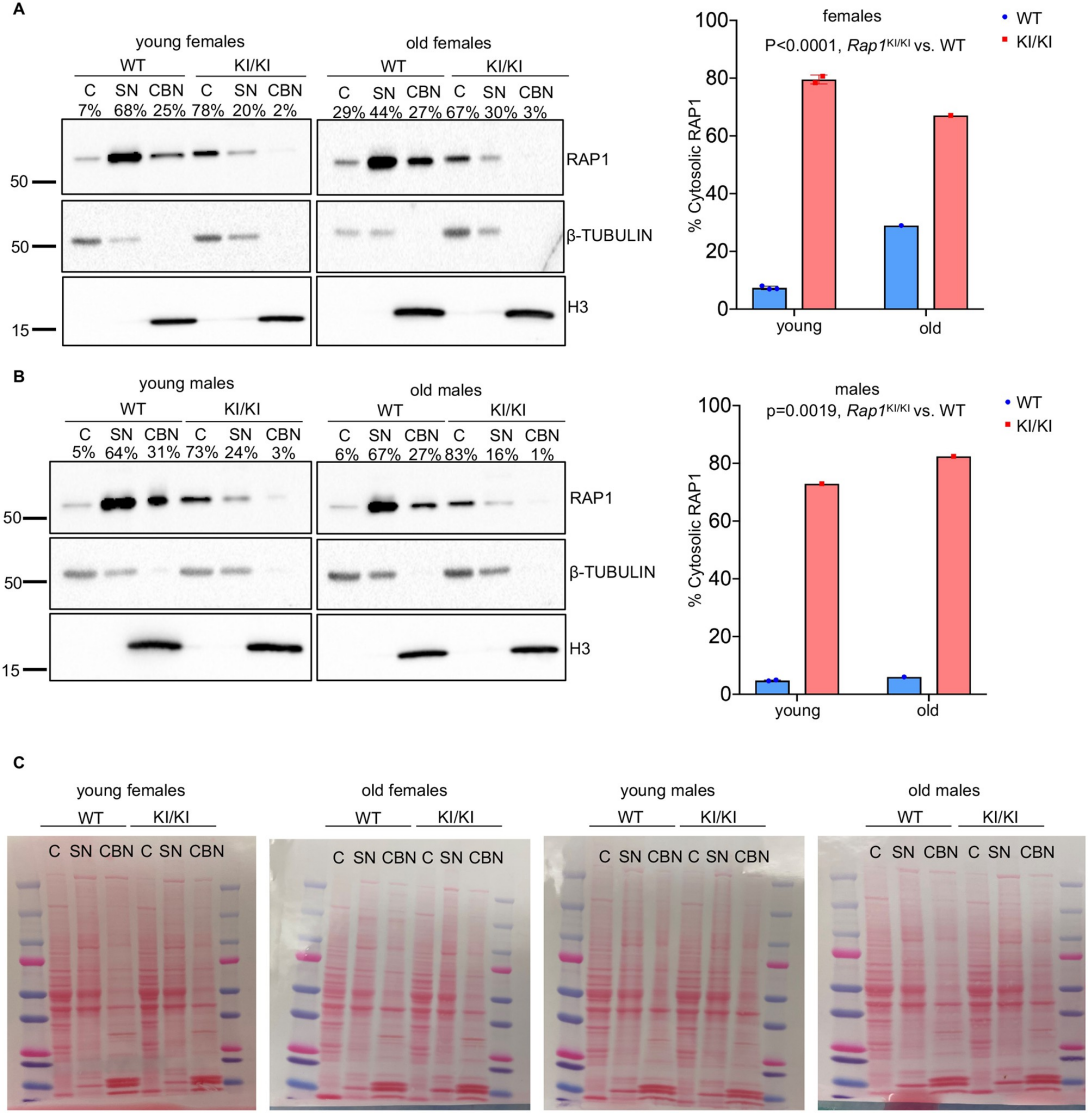
Cytosolic distribution of Rap1 is increased in *Rap1* knockin brain tissues. Western blot of cytosol (C), soluble nuclear (SN), and chromatin bound nuclear (CBN) fractions from whole brains of young and old female **(A)** and male **(B)** WT and *Rap1*^KI/K^ mice probed with anti-RAP1, anti-β-TUBULIN (cytosolic protein), and anti-histone 3 (H3, nuclear protein). Quantifications of RAP1 cytosolic distributions (right) are shown in bar graphs. (C) Ponceau S stains of blots are displayed to clarify size differences of higher molecular weight (RAP1 and β-TUBULIN) compared to lower molecular weight bands (H3) in brain factions. n = 7 WT and n = 5 *Rap1*^KI/KI^ mice. P values were determined by two-way ANOVAs. All data are mean ± SEM.

### Loss of telomeric RAP1 does not disrupt telomere maintenance

Mounting evidence suggests that replicative senescence and telomeropathies are triggered by a loss of telomere DNA repeats and a telomere dysfunction-induced DDR [3,24]. Since there is loss of telomeric RAP1 in *Rap1*^KI/KI^ mice, we assessed telomere length and telomere-dysfunction induced DNA damage foci (TIF) formation in primary WT and *Rap1*^KI/KI^ MEFs. Telomere signal intensities in *Rap1*^KI/KI^ MEFs were comparable to WT MEFs by quantitative telomere in situ hybridization (Q-FISH) on metaphase spreads (S3A Fig). Furthermore, we did not observe telomere signal free ends, telomere fragility, chromosome end-to-end fusions, or other gross chromosome abnormalities in *Rap1*^KI/KI^ MEFs (S3A Fig). TIFs were determined by co-localization of γH2AX foci and telomere DNA using IF-telomere FISH [25]. Approximately 1% WT and *Rap1*^KI/KI^ MEFs harbored one TIF per nucleus, and no MEFs showed ≥3 TIFs per nucleus (S3B Fig). Similar results were also observed in WT and *Rap1*^KI/KI^ mouse tissues (S3C Fig). These results are in keeping with prior studies in MEFs, where this *Rap1* mutant did not elicit a telomere-dysfunction-induced DDR [6]. Collectively, *Rap1*^KI/KI^ mice exhibit intact telomere length and capping. Moreover, we measured senescence associated beta galactosidase activity (SA-beta gal) in primary WT and *Rap1*^KI/KI^ MEFs, and no differences in the percentage of SA-beta gal positive cells were observed (S4 Fig). Therefore, the *Rap1*^KI/KI^ mouse model allows us to distinguish phenotypes driven by alterations in RAP1 from those driven by a telomere-induced DDR.

### Systemic gene transcription is disrupted in mice expressing extratelomeric RAP1 *in vivo*

Previous findings support a role for murine RAP1 in regulating gene transcription, including genes involved in metabolism [6,8,14]. The transcriptional effects of RAP1 can be largely attributed to its extratelomeric role, since the *Rap1* I312R allele almost completely restored the transcriptional profile of *Rap1* null MEFs *in vitro* [6]. 

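RNA from the liver, brain, heart and skeletal muscle of 3 WT and 3 *Rap1* KI/KI male mice was hybridized to 24 1-color Agilent mouse arrays, 1 array for each mouse and tissue. The mice are called WT1 to WT3 and KI1 to KI3 here, in the order of the animal numbers in the sample labels. By these labels, WT1 and KI1 were 5 months old and the other 4 mice 2 months old. The column headings of S1 and S2 Tables give 3 to 5 months for the males. Besides 3671 control spots, each array carries 55681 probes. The authors deposited the intensity of each spot after background subtraction and detrending by Feature Extraction, with no normalization between arrays, and a table of z-scores of the log10 intensities within each array. From these intensities, the log2 level of each probe was computed relative to the 75th percentile of its array, so that a level of 0 is that percentile. Spots with an outlier flag were left out, and spots of the same probe were averaged. Probes well above background on at least 3 of the 6 arrays of a tissue were compared between the genotypes with limma, within each tissue. A gene is represented by its probe with the highest mean level in the tissue, and its name comes from the accession of the probe through a table of RefSeq names (GRCm38.p6). The 75th percentile of the intensities ranged from 573.1 to 1389 in the liver, from 873.7 to 1366 in the brain, from 569.4 to 1107 in the heart and from 470.7 to 529.2 in the muscle. The share of probes well above background was 58.8% to 66.2% in the liver and 62.7% to 72.7% in the brain. It was 59.1% to 60.8% in the WT hearts and 62.6% to 65.6% in the *Rap1* KI/KI hearts, and 56.5% to 57.3% in the WT muscles and 57.5% to 61.9% in the *Rap1* KI/KI muscles. All liver arrays were on the same slide, as were all muscle arrays, and each slide that held brain or heart arrays held the same number from both genotypes. The number of arrays limits the precision. An exact permutation test of 3 mice against 3 cannot give a p below 0.1.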

We assessed the impact of extratelomeric RAP1 on the transcriptomic profiles in *Rap1*^KI/KI^ mice *in vivo*. Compared to WT littermate controls, a total of 135, 299, 486, and 74 transcripts were significantly altered in the brain, heart, liver, and skeletal muscle of *Rap1*^KI/KI^, respectively (S1 Table). Altered transcripts were observed in the liver, brain, heart, and skeletal muscle in *Rap1*^KI/KI^ young male mice (2–5 months) (S1 Table and Fig 3). 

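*Terf2ip* (NM_020584), the gene that encodes RAP1, was well above background on all 24 arrays. Its log2 difference between *Rap1* KI/KI and WT mice was 0.12 (standard error 0.27) in the liver, -0.02 (0.24) in the brain, -0.41 (0.23) in the heart and -0.28 (0.21) in the muscle, with limma adjusted p of 1, 1, 0.66 and 0.94. With each mouse left out in turn, it ranged from -0.10 to 0.35 in the liver and from -0.16 to 0.14 in the brain, and stayed negative in the heart (-0.53 to -0.27) and the muscle (-0.43 to -0.15). A second probe of the gene differed in sign from this probe in the liver, where the mean over both was -0.04. Among the 7 shelterin genes, 0 passed an adjusted p of 0.05 in any tissue, either over all probes or adjusted over the list alone (lowest adjusted p 0.16, in the heart). The lowest p in the heart was that of *Pot1b* (NM_028370), which no WT heart array measured well above background. Its level was at least 1.3-fold higher in the *Rap1* KI/KI hearts by the main scaling, and its log2 difference was 0 after normexp background correction. In the whole array, limma called 0 of 35213 probes in the liver, 0 of 37800 in the brain, 0 of 34823 in the heart and 0 of 32343 in the muscle at an adjusted p of 0.05. The lowest adjusted p was 0.12 in the brain, 0.65 in the heart, 0.94 in the muscle and 1 in the liver. At an unadjusted p under 0.05 there were 750 probes in the liver (439 higher and 311 lower in *Rap1* KI/KI mice), 989 in the brain (418 and 571), 2616 in the heart (1774 and 842) and 799 in the muscle (465 and 334). These are 2.1%, 2.6%, 7.5% and 2.5% of the probes tested. Weights estimated from the arrays moved the count most, to 3432 called probes in the brain, where mouse WT3 received a weight of 20.1 and the other 5 mice 0.215 to 1.44. All 3 *Rap1* KI/KI mice lay above or below all 3 WT mice at 5.8% of the probes in the liver, 7.7% in the brain, 14.7% in the heart and 6.4% in the muscle, where chance gives 10%. Of the genes with this separation, those with the 5 smallest p in the liver were *Ska1*, *Nts*, *Ly6d*, *Tpx2* and *Vmn1r53*. *Ska1* and *Nts* were not well above background on any WT array, and were at least 2.1-fold and at least 1.4-fold higher in *Rap1* KI/KI livers. *Tpx2* was higher by 1.07 on the log2 scale (standard error 0.19, n = 3 per genotype) and *Vmn1r53* by 1.50 (0.29). In the brain they were *Cst11*, at least 1.8-fold lower, *Spp1*, higher by 2.17 (0.31), *Zic4* by 0.96 (0.16), *Eomes* by 2.45 (0.44) and *Afap1l2* by 1.12 (0.20). In the heart they were *Apol6*, *Wdr93* and *Pgpep1l*, at least 1.5-fold, 1.6-fold and 1.4-fold higher, *Plekhh1* at -1.60 (0.21) and *Nrn1* at -1.91 (0.26). In the muscle they were *9230102O04Rik* at 1.87 (0.27), *Spx* at 1.59 (0.26), *Gp9* at 2.49 (0.42), *Fer1l4* at -1.21 (0.22) and *Cela1*, at least 2.1-fold higher. A lower bound sets the mean of the brighter group against the lowest signal well above background on each array of the other. The muscle sample of mouse KI3 also held brain transcripts, and the heart samples of mice KI1 and KI3 had high levels of fat cell transcripts.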

Numerous transcripts were altered in the livers of middle-aged *Rap1*^KI/KI^ female mice (12–14 months), although few transcripts were significantly changed in other tissues examined (S1 Table and S5 Fig). Gene ontology/pathway analysis revealed a complete list of significantly deregulated pathways, the majority of which were implicated in metabolism (S2 Table and Fig 3 and S5 Fig). 

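Gene sets of the Reactome collection with 10 to 500 measured genes were tested on the limma statistics with camera, at a preset correlation of 0.01 between genes. At an adjusted p of 0.05, camera called 25 of 897 sets in the liver, 53 of 909 in the brain, 190 of 891 in the heart and 163 of 878 in the muscle. Sets with at least 90% of their members in the Reactome set Metabolism were 2 of the called sets in the liver, 1 in the brain, 23 in the heart and 25 in the muscle, of 144, 142, 140 and 137 tested. The set with the lowest p in the liver was peptide chain elongation, with a median log2 difference of -0.17 (adjusted p = 5.8e-10), and mitotic prometaphase was higher there (0.17, adjusted p = 2.6e-05). No metabolic, immune or list call by camera held under fry or under a correlation estimated from the arrays, and fry called 5 other sets, all in the heart. The scaling and the choice of mice moved these counts as well. After quantile normalization, camera called 2 sets in the liver, 69 in the brain, 7 in the heart and 85 in the muscle. With z-scores it called 92, 48, 155 and 159. Without mouse KI3, whose muscle sample held brain transcripts, camera called 10 sets in the muscle and 25 in the brain. Without mouse WT1, it called 60 in the heart.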

The liver showed the largest number of significantly deregulated mRNAs, corresponding to the downregulation of most metabolic pathways, but these pathways were upregulated in the brain, heart, and skeletal muscle (S2 Table). It is possible that upregulation of mRNAs encoding metabolic factors in these tissues of *Rap1*^KI/KI^ animals acts as a compensatory mechanism to mitigate the downregulation of mRNAs encoding metabolic proteins in the liver. 

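Of the metabolic sets called in *Rap1* KI/KI mice, 0 were higher and 2 lower in the liver, 0 higher and 1 lower in the brain, 4 higher and 19 lower in the heart, and 12 higher and 13 lower in the muscle. The liver split was 4 higher and 0 lower after normexp background correction and 0 higher and 23 lower with z-scores, and camera called no metabolic set there after quantile normalization or without mouse KI1, WT2 or KI3. Without mouse WT3, 17 were lower in the liver. Quantile normalization left 0 metabolic sets in the heart. The heart had 0 higher and 12 lower without mouse WT1, 0 and 17 without mouse KI1, and 13 and 20 without mouse WT2. Without mouse KI3, the brain had 3 higher and 0 lower and the muscle 6 higher and 1 lower. The muscle had 19 higher and 12 lower after quantile normalization, 20 and 13 with normexp and 17 and 13 with z-scores. The proteasome genes were lower in the heart and the muscle. More than 20 of them were members of 13 of the 19 lower metabolic sets in the heart and of all 13 in the muscle. Most of these sets also count as immune by the share of their members, so the proteasome genes enter both counts. With these genes taken out, which was tried after the calls were seen, 3 sets were higher and 6 lower in the heart, and 10 higher and 0 lower in the muscle. In the heart, mitochondrial fatty acid beta-oxidation was lower (median log2 difference -0.35, adjusted p = 0.0046), as was mitochondrial translation, a set outside the metabolic ones (-0.34, adjusted p = 2.2e-09), and fatty acyl-CoA biosynthesis was higher (0.20, adjusted p = 0.019). In the muscle, the metabolic sets with the lowest p were those of gas exchange in red cells (0.64, adjusted p = 8.8e-06). The median of red cell genes was higher in every *Rap1* KI/KI muscle than in every WT muscle. Triglyceride biosynthesis (0.25, adjusted p = 0.0051), fatty acyl-CoA biosynthesis (0.57, adjusted p = 0.0075) and the same beta-oxidation set (0.24, adjusted p = 0.0055) were higher there too. Slow fiber genes were high in the muscles of mice KI1 and KI3 and fat cell genes in that of mouse KI2. The lipid sets were not tested apart from these differences. The Metabolism set as a whole had a median log2 difference of 0.03 in the liver (adjusted p = 0.74), where camera's direction was lower, and of 0.03 in the brain (adjusted p = 0.43). It was -0.12 in the heart (adjusted p = 0.58) and -0.02 in the muscle (adjusted p = 0.33), where the mean was 0.06 and camera's direction higher, and where the median was 0.04 after quantile normalization. In the heart, the 83 genes of oxidative phosphorylation had a median log2 difference of -0.24 (adjusted p = 0.00015). With each mouse left out in turn, it ran from -0.42 to -0.13. The call held in 5 of 6 omissions and was lost without mouse WT3 (-0.14, adjusted p = 0.064). The hearts of mice KI1, KI2 and KI3 lay at -0.39, 0.13 and -0.45 relative to the WT mean. The WT hearts lay between -0.27 and 0.25 (exact permutation test on the medians, two-sided, p = 0.3). The hearts of mice KI1 and KI3 also had high levels of fat cell transcripts, and no heart set was tested without both of these samples. The median of the oxidative phosphorylation genes was 0.04 in the brain (adjusted p = 0.49). There it was -0.06, -0.03 and -0.04 without mouse KI1, KI2 or WT3 and 0.22 without mouse KI3 (adjusted p = 9.6e-07). In the muscle it was 0.03 (adjusted p = 0.11), -0.10 without mouse KI1 (adjusted p = 0.45), and after quantile normalization 0.11 (adjusted p = 1.6e-05).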

Immune-response pathways were significantly upregulated in all four tissues analyzed, especially in the brain and muscle (S2 Table). Together, our results suggest that the absence of RAP1 at telomeres contributes important functions in the transcriptional regulation of metabolism and the immune-response regulation *in vivo*.

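Of the sets with at least 90% of their members in the Reactome set Immune System, camera called 0 of 183 in the liver. In the brain it called 8 higher and 2 lower of 185, in the heart 3 higher and 29 lower of 185, and in the muscle 1 higher and 26 lower of 186. In the brain, interferon gamma signaling (median log2 difference 0.33, adjusted p = 0.00071), immunoregulatory interactions between a lymphoid and a non-lymphoid cell (0.33, adjusted p = 0.0047) and the complement cascade (0.49, adjusted p = 0.039) were higher. Without mouse KI3, 0 immune sets were called in the brain, and 3 higher and 0 lower in the muscle. More than 20 proteasome genes were members of 26 of the 29 lower sets in the heart and 24 of the 26 in the muscle. Without the proteasome genes, 3 immune sets were higher and 2 lower in the heart, 1 higher and 2 lower in the muscle, and 13 higher and 2 lower in the brain. The complement cascade was higher in the heart (0.33, adjusted p = 0.0072), but 0 immune sets were called higher there without mouse WT1 or KI1. Fc gamma receptor activation was higher in the muscle (0.37, adjusted p = 0.00069). With z-scores, 26 immune sets were lower in the liver, and without mouse WT3 there were 20. After quantile normalization, 1 was higher and 0 lower in the heart. The Immune System set as a whole had a median log2 difference of 0.04 in the liver (adjusted p = 0.74), 0.05 in the brain (adjusted p = 0.074), -0.10 in the heart (adjusted p = 0.58) and -0.07 in the muscle (adjusted p = 0.9), where its mean was 0.01. From the metabolic and immune pathways together, the paper proposes that the absence of RAP1 from telomeres contributes to the transcriptional regulation of metabolism and of the immune response.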

**Fig 3:**
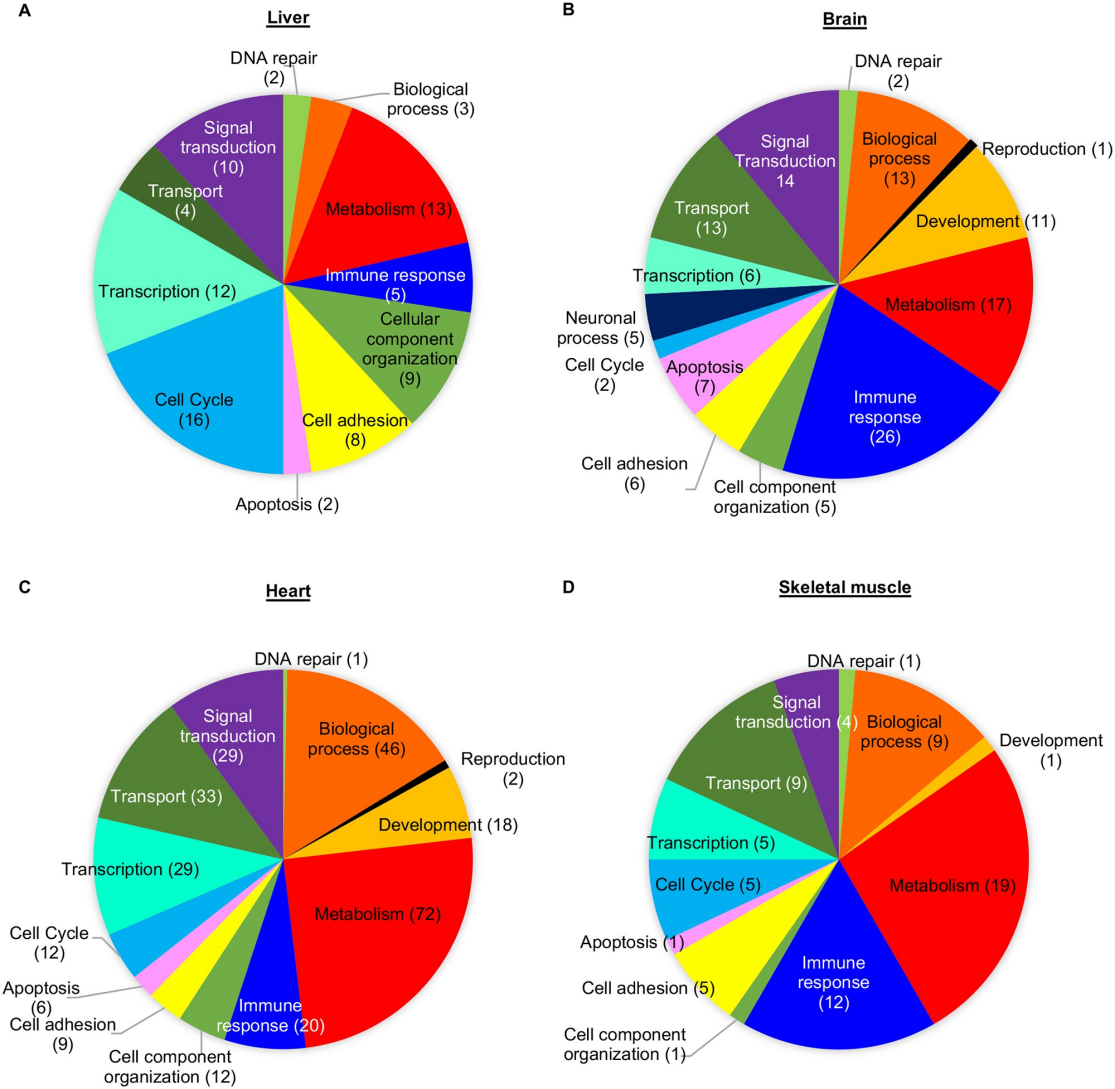
Gene transcription and ontology are altered in *Rap1* knockin male mice. Gene ontology classifications for significantly altered transcripts detected by microarray analysis in the livers **(A)**, brains **(B)**, hearts **(C)**, and skeletal muscles **(D)** of *Rap1*^KI/KI^ males compared to the WT control males.

### Mice expressing extratelomeric RAP1 show increased production of pro-inflammatory cytokines and chemokines

RAP1 is detected in the cytoplasm where it activates NF-κB [16], a master transcription factor that is associated with aging and plays fundamental roles in stimulating inflammation and immune responses, and promoting tumorigenesis [18]. *Rap1* deletion results in defective NF-κB activation in mice [16]; however, given the significant increase of cytosolic RAP1 and immune-response gene transcription in the *Rap1*^KI/KI^ mice, we assessed levels of p65 (the major NF-κB subunit) by crossing *Rap1*^KI/KI^ mice with *RelA*-EGFP reporter mice [26]. *In vivo* levels of p65 (RelA) in *RelA*-EGFP mice that expressed WT or *Rap1*^KI/KI^ were determined by flow cytometry on freshly isolated bone marrow cells and splenocytes. A modest increase in the percentage of p65 positive cells (GFP+) and p65 fluorescence intensity was observed in *Rap1*^KI/KI^ compared to WT bone marrow cells and splenocytes (S6A Fig). This result indicates that NF-κB expression is elevated in a small fraction of bone marrow cells and splenocytes *in vivo*. NF-κB activation was also assessed by measuring the levels of p65 in primary WT and *Rap1*^KI/KI^ bone marrow-derived macrophage (BMDM) nuclear extracts by the p65 enzyme-linked immunosorbent assay. The levels of p65 in nuclear extracts from *Rap1*^KI/KI^ BMDMs were slightly increased (S6B Fig). Although activation of p65 was subtle in the absence of any stimuli, various pro-inflammatory cytokines and chemokines, including IL-6 and IL-1β, which are induced by NF-κB activation, were elevated in *Rap1*^KI/KI^ BMDMs relative to WT BMDMs (S3 Table). These results indicate that cytosolic RAP1 could promote NF-κB signaling in *Rap1*^KI/KI^ mice, even under unchallenged conditions.

As *Rap1*^KI/KI^ mouse tissues showed elevated immune-response transcripts, we analyzed whether *Rap1*^KI/KI^ mice exhibited perturbation of cytokines and chemokines in serum and various tissues (S4 Table). We found an increase in overall cytokine levels in serum and tissues from *Rap1*^KI/KI^ mice of varying ages, including the pro-inflammatory cytokines IL-12p40, IL-17, and IL-18, CCL3 and RANTES (Fig 4 and S7 Fig and S4 Table). The raw expression values for all cytokines are displayed in S4 Table. Interestingly, some cytokines were upregulated in a sex-dependent manner (Fig 5A–5C). The pro-inflammatory cytokines IL-6 and G-CSF were only upregulated in the serum of *Rap1*^KI/KI^ females, whereas the anti-inflammatory cytokine IL-10 was only upregulated in the serum of *Rap1*^KI/KI^ males (Fig 5A). Similarly, the pro-inflammatory cytokines MIG and G-CSF were upregulated in the brains (Fig 5B) and/or muscles (Fig 5C) of *Rap1*^KI/KI^ females only, and increased IL-10 was observed in the brains of *Rap1*^KI/KI^ males only (Fig 5B).

**Fig 4:**
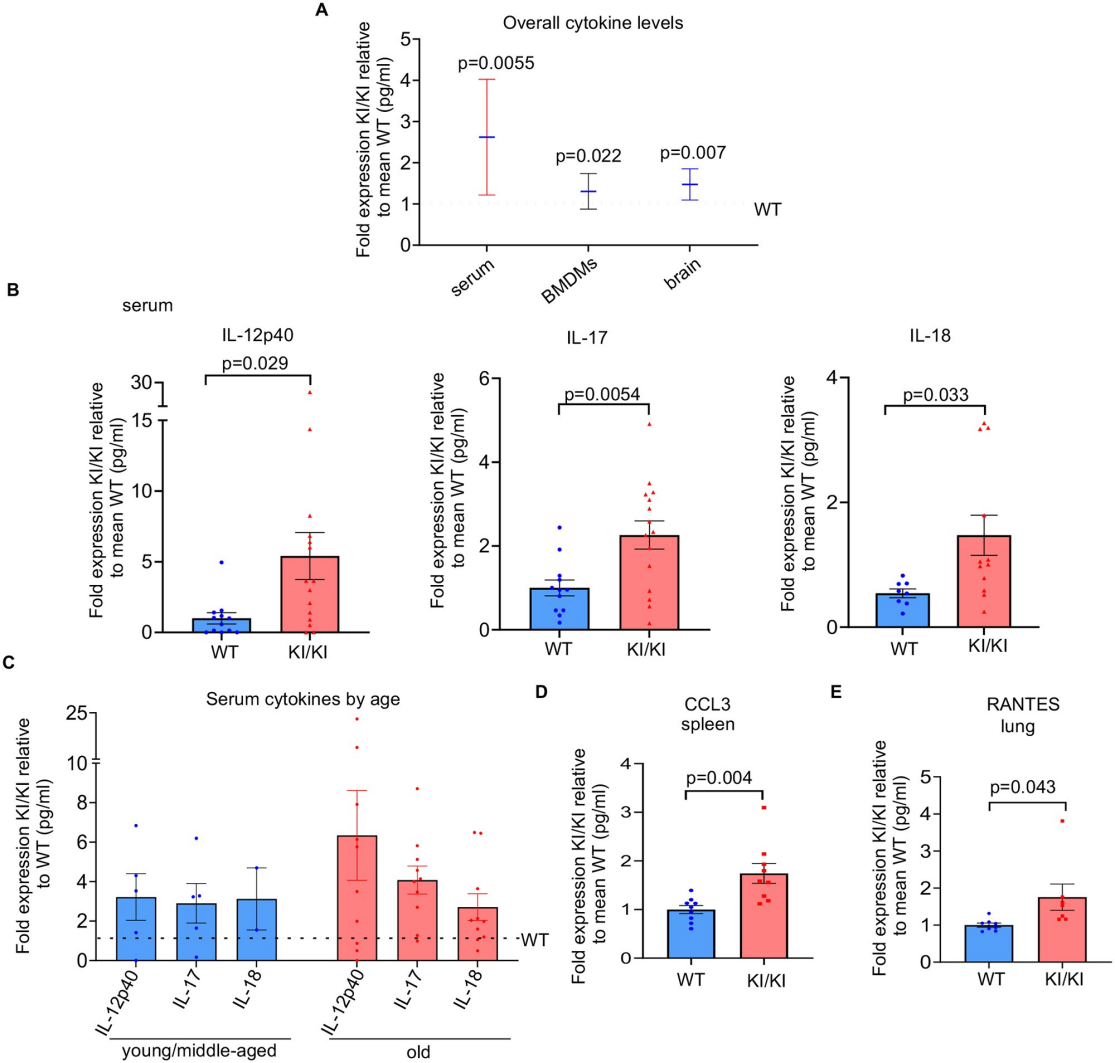
Expression of cytokines and chemokines are increased in *Rap1* knockin serum, BMDMs, and tissues. **(A)** The overall levels of cytokines and chemokines were significantly elevated in serum (n = 12 WT, 15 *Rap1*^KI/KI^ mice), BMDMs (n = 3 per genotype), and brain tissues (n = 7 WT, 11 *Rap1*^KI/KI^ mice) derived from *Rap1*^KI/KI^ relative to WT as determine using multiplex cytokine analysis. P values were determined by a two-way ANOVA. **(B)** Individual cytokines including IL-12p40, IL-17, and IL-18 were elevated in serum from *Rap1*^KI/KI^. Graphs show the fold expression of cytokines derived from *Rap1*^KI/KI^ relative to WT. P values were determined by student’s unpaired t-tests. **(C)** The fold expression of cytokines in *Rap1*^KI/KI^ serum relative to WT serum from young/middle aged and old mice. **(D-E)** Individual cytokines/chemokines CCL3 in the spleen and RANTES in the lung (*n* = 9 mice per genotype) were elevated in *Rap1*^KI/KI^ compared to WT tissues. P values were determined by student’s unpaired *t*-tests. Data are mean ± SEM in all graphs. WT was set to 1 in A-E with KI/KI values displayed as relative to the mean WT value for each graph.

**Fig 5:**
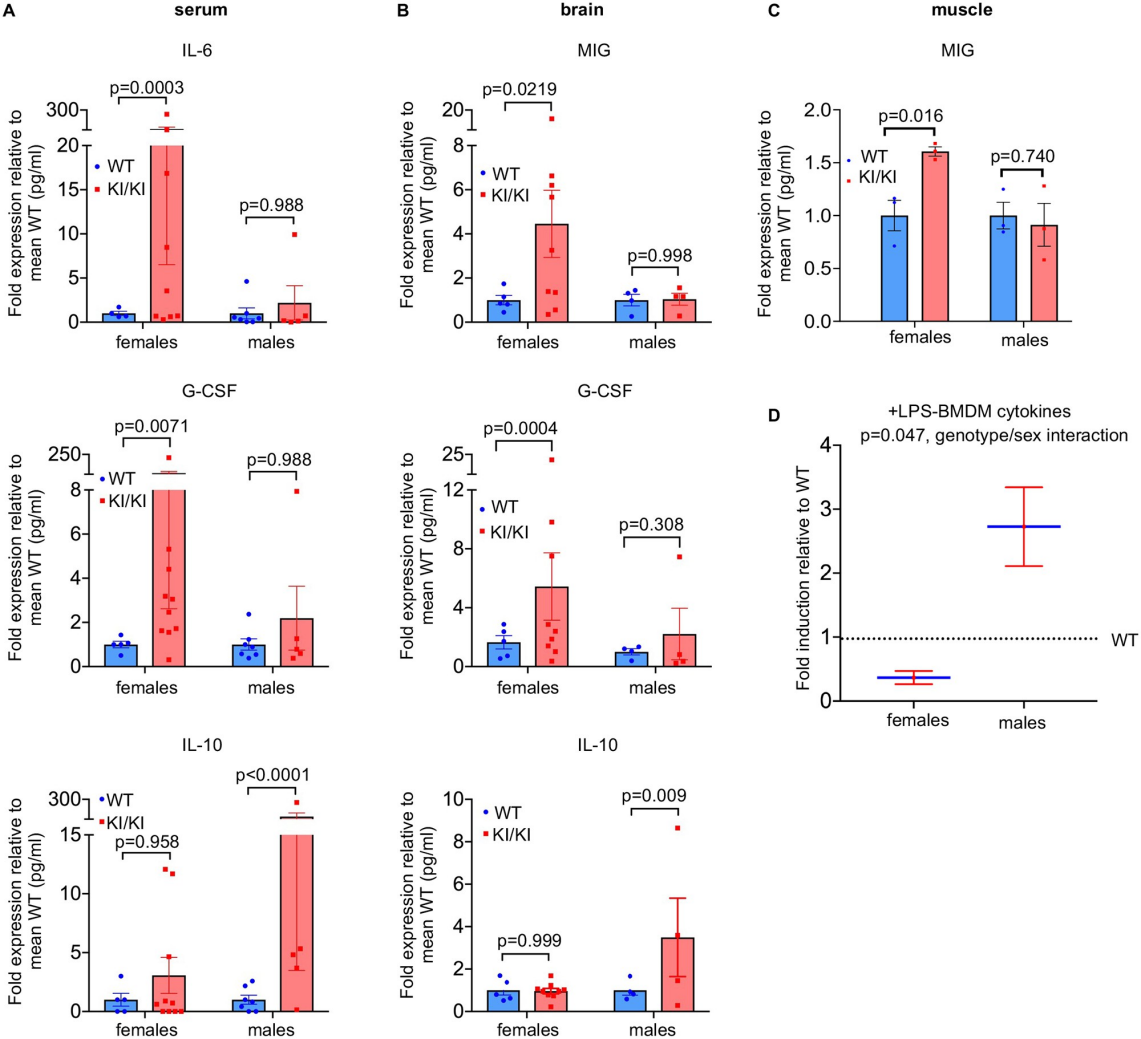
*Rap1* knockin mice exhibit sex-dependent differences in immune responses. **(A)** Bar graphs show the fold expression of cytokines in *Rap1*^KI/KI^ relative to WT serum (*n* = 5 WT females, 10 KI/KI females, 7 WT males, 5 KI/KI males). IL-6 (top) and G-CSF (middle) were significantly increased in *Rap1*^KI/KI^ females only, whereas IL-10 (bottom) was significantly increased in *Rap1*^KI/KI^ males only. P values were determined by two-way ANOVAs with Tukey’s multiple comparisons. **(B)** Bar graphs show the fold expression of cytokines in *Rap1*^KI/KI^ relative to WT brains (n = 5 WT females, 9 KI/KI females, 4 WT males, 4 KI/KI males). MIG (top) and G-CSF (middle) were significantly higher in *Rap1*^KI/KI^ females only, whereas IL-10 (bottom) shows increased expression in *Rap1*^KI/KI^ males only. P values were determined by two-way ANOVAs with Tukey’s multiple comparisons. **(C)** Bar graph shows the fold expression of MIG in *Rap1*^KI/KI^ relative to WT muscles (n = 3 WT females, 3 KI/KI females, 3 WT males, and 3 KI/KI males). MIG was significantly higher in *Rap1*^KI/KI^ females only. **(D)** Graph shows the expression of LPS (200 ng/ml for 24 hr)- induced cytokines/chemokines in BMDMs derived from *Rap1*^KI/KI^ relative to WT females and males. P values were determined by two-way ANOVAs with Sidak’s multiple comparisons. Data are mean ± SEM.

We further investigated if *Rap1*^KI/KI^ mice exhibited an aberrant response to inflammatory stimuli. BMDMs from WT and *Rap1*^KI/KI^ mice were treated with lipopolysaccharide (LPS) for 24 hours. Compared to untreated BMDMs, most inflammatory cytokines exhibited higher levels in response to LPS (S3 Table). Compared to WT mice, the induction of inflammatory cytokines was markedly lower in BMDMs derived from female *Rap1*^KI/KI^ mice (Fig 5D). In contrast, male *Rap1*^KI/KI^ mice exhibited an overall higher induction of inflammatory cytokines (Fig 5D). Therefore, *Rap1*^KI/KI^ mice may exhibit sex-dependent differences in NF-κB activation and immune responses.

### An increase in spontaneous tumor incidence in mice expressing extratelomeric RAP1

Given the notable increase in cytosolic RAP1 in several human tumors [16,27], the significant alterations in transcriptional networks involved in the immune response, consistent upregulation of proinflammatory cytokines, and decreased lifespan in *Rap1* knockin mice, we investigated tumor incidence in *Rap1* knockin compared to WT mice. We monitored spontaneous tumor formation and examined tissues with gross abnormalities or masses by histopathological analysis in WT, *Rap1*^KI/WT^ and *Rap1*^KI/KI^ mice (Fig 6A–6C and S5 Table). Gross abnormalities included enlarged spleens and livers in both female and male *Rap1*^KI/WT^ and *Rap1*^KI/KI^ mice, particularly prominently in *Rap1*^KI/KI^ mice with an increased *Rap1* KI dosage (S5 Table). The weights of whole spleens and livers without obvious anomalies were also increased in *Rap1*^KI/WT^ and *Rap1*^KI/KI^ mice compared to WT controls (Fig 6A and 6B). There was a significant trend toward increased tumor burden with increasing *Rap1* KI dosage from WT to *Rap1*^WT/KI^ to *Rap1*^KI/KI^ and a significant increase in tumor incidence in *Rap1*^KI/KI^ mice, with a prevalence for tumor formation in the liver and spleen (Fig 6C and S5 Table).

**Fig 6:**
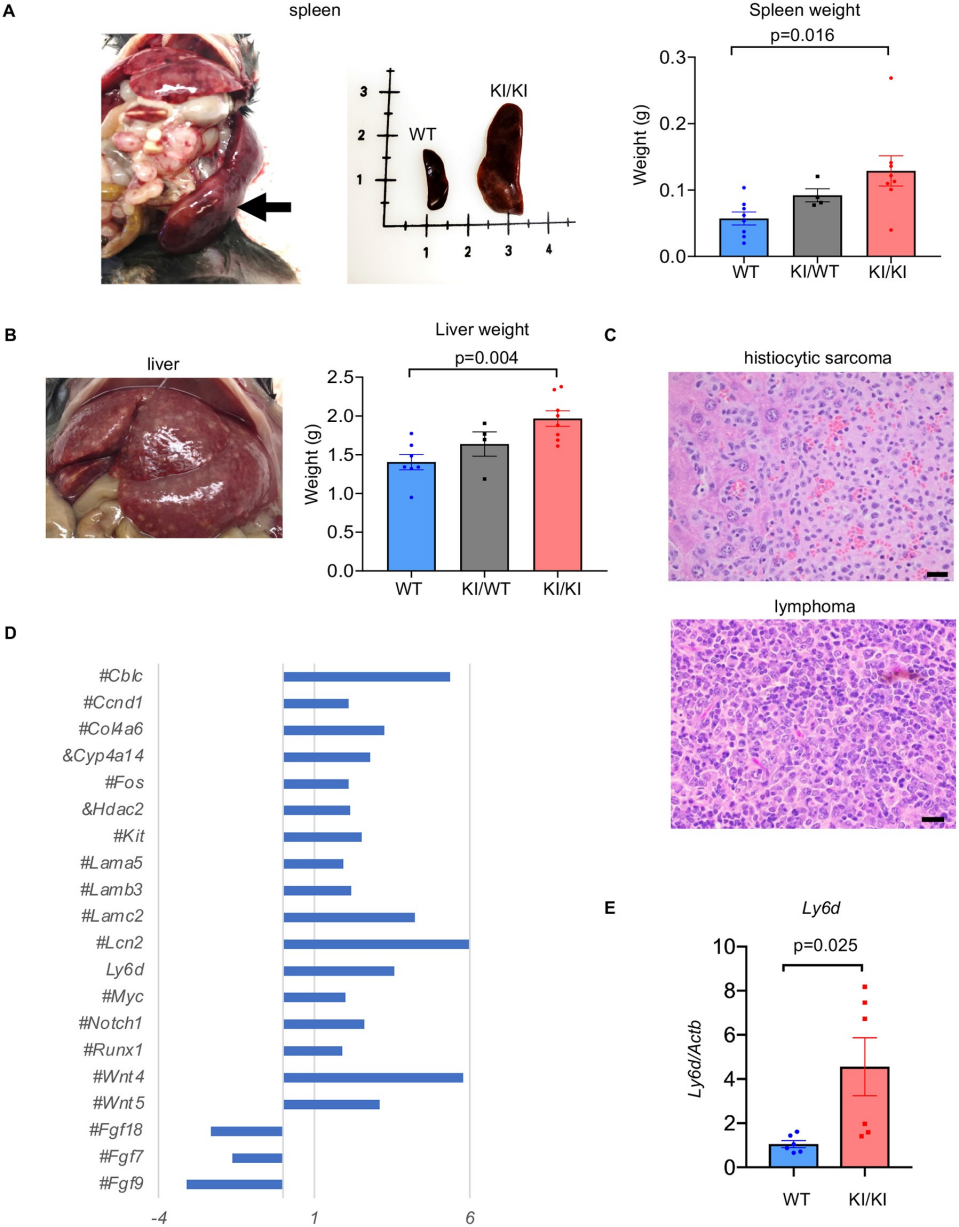
*Rap1* knockin mice have enlarged spleens and livers and higher tumor incidence. **(A)** Far left image shows enlarged spleen that was 3.7 cm long, 12 mm wide, and 3.5 mm thick derived from a *Rap1*^*KI/WT*^ mouse. Also shown is a side-by-side comparison of a spleen derived from a WT and a *Rap1*^KI/KI^ mouse. Bar graph shows weights of spleens from WT (n = 8), *Rap1*^*KI/WT*^ (n = 4), and *Rap1*^KI/KI^ (n = 8) littermates. **(B)** enlarged liver with extensive infiltration of histiocytic sarcoma (left image). Bar graph shows weights of livers from WT (n = 7), *Rap1*^*KI/WT*^ (n = 4), and *Rap1*^KI/KI^ (n = 8) littermates. **(C)** H&E stains showing the presence of histiocytic sarcoma infiltration in the liver of a *Rap1*^KI/KI^ mouse (upper) and lymphoma in the mesenteric lymph node of a *Rap1*^KI/KI^ mouse (lower). Scale bars: 20 μm. **(D)** Z-scores of transcripts implicated in cancer in *Rap1*^KI/KI^, relative to WT mice. # and & indicate transcripts deregulated in females and male only, respectively. **(E)** Levels of *Ly6d* mRNA, as determined by RT-qPCR analysis in the WT and *Rap1*^KI/KI^ livers. n = 6 mice per genotype. P-values were determined using student’s unpaired *t*-tests. All data are mean ± SEM.

Because the liver was a frequent location for tumor formation in *Rap1*^KI/KI^ mice, we determined if transcripts implicated in tumorigenesis were dysregulated in *Rap1*^KI/KI^ liver tissues utilizing gene ontology/pathway and reverse transcription (RT) followed by quantitative (q) PCR analysis. Indeed, 20 transcripts implicated in tumorigenesis were dysregulated in *Rap1*^KI/KI^ compared to WT livers (Fig 6D). 

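Fig 6D marks most of its 20 transcripts as deregulated in females only, and for those the male arrays do not test the paper's statement. All 20 were looked up on the male liver arrays, where they correspond to 21 measured genes because *Wnt5* was read as *Wnt5a* and *Wnt5b*. Of these, 0 passed an adjusted p of 0.05 over all probes by limma, in the main analysis and under every alternative run. At an unadjusted p under 0.05 there were 4 genes, all higher in *Rap1* KI/KI livers: *Ly6d*, *Cyp4a14*, *Hdac2* and *Lcn2*. Only *Ly6d* passed when adjusted over the list alone (adjusted p = 0.011), which is not independent evidence, since the study chose the list in part on these samples. *Cyp4a14* (NM_007822) rose from a log2 level of 5.72 ± 0.24 (SD, n = 3) in WT livers to 6.98 ± 0.66 (SD, n = 3), a difference of 1.26 (standard error 0.35). *Hdac2* (NM_008229) was higher by 0.75 (standard error 0.27), and by 0.39 after normexp background correction. For both genes, all 3 *Rap1* KI/KI livers lay above all 3 WT livers. *Lcn2* (NM_008491) was higher by 2.37 (standard error 0.92), with an SD of 2.02 among the *Rap1* KI/KI livers, and fell to 1.27 without mouse KI3. *Fos* had the largest decrease of the list, with a log2 difference of -1.13 (standard error 0.61), which was -0.45 without mouse WT1.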

Interestingly, *Ly6d* was significantly upregulated in all *Rap1*^KI/KI^ compared to WT mice (S1 Table and Fig 6E). 

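*Ly6d* (NM_010742) was well above background in all 6 male livers. Its log2 level relative to the 75th percentile of the array was -1.27 ± 0.36 (SD, n = 3) in WT and 0.16 ± 0.15 (SD, n = 3) in *Rap1* KI/KI livers, a difference of 1.43 (standard error 0.24) or 2.69-fold. Every *Rap1* KI/KI liver lay above every WT liver (exact permutation test, two-sided, p = 0.1, the smallest p that 3 mice against 3 allow). The adjusted p over all probes was 1 by limma, and 0.42 to 1 over the alternatives. With each mouse left out in turn, the difference stayed between 1.23 and 1.58. As a z-ratio, the difference divided by its SD over all probes, it was 3.45, and the paper's value in S1 Table is 3.41.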

Although there is no evidence to support a causal role for these transcriptional alterations in tumor formation, we note that *Ly6d* mRNA, encoding a cell surface glycoprotein, is upregulated in various types of tumors in humans [28] as well as liver tumors in mice [29].

### Mice expressing extratelomeric RAP1 exhibit metabolic dysfunction

Obesity and metabolic dysfunction are associated with an increased risk of cancers [30]. Previous reports have demonstrated obesity and metabolic dysfunction in *Rap1* null mice [6,8]. The *Rap1*^KI/KI^ mice provided an opportunity to determine if these phenotypes were due to complete RAP1 loss and/or loss of telomeric RAP1. Similar to *Rap1* null mice, *Rap1*^KI/KI^ females exhibited increased body weight compared to WT females (S8A and S8B Fig). The increased body weight of *Rap1*^KI/KI^ females was not due to increased food intake in these mice (S8C and S8D Fig). These results are in agreement with transcriptional alterations of genes involved in metabolism in *Rap1* KI mice.

To further assess metabolic function, mice were challenged with a high-fat/high-sugar diet (HFHS). On the HFHS diet, *Rap1*^KI/KI^ females showed accelerated body weight and higher fasting blood glucose levels compared to WT females (S8E–S8H Fig). To determine if extratelomeric RAP1 affected metabolism in response to the HFHS diet, we examined body weight and fasting blood glucose of *Rap1*^KI/WT^ mice that had increased cytosolic RAP1, but similar RAP1 protein levels in comparison to WT (Fig 1F and 1G). Compared to WT females, *Rap1*^KI/WT^ females on the HFHS diet exhibited a trend for higher body weight and fasting blood glucose levels (S8E and S8G Fig), indicating that increased extratelomeric RAP1 exacerbated metabolic dysfunction in response to metabolic challenge. On the other hand, male *Rap1*^KI/KI^ and *Rap1*^KI/WT^ mice did not show significant differences in body weights or fasting blood glucose levels (S8B, S8F and S8H Fig). Previous findings in *Rap1* null mice also reported a female-specific body weight gain and overall defect in glucose metabolism [6,8].

### Mice expressing extratelomeric RAP1 display both sex-dependent and sex-independent neurological deficits

Telomerase null mice with critically short telomeres exhibit deficits in learning and memory, neuromuscular coordination, and olfaction [31,32]. However, the mechanisms by which telomere impairment promotes these deficits remain elusive. *Rap1* knockin mice showed dysregulation in a high number of immune-response transcripts/pathways and pro-inflammatory cytokines in brain and muscle tissues, which could promote chronic inflammation that disrupts neurotransmission and neuroplasticity. Thus, we performed behavioral tests to assess motor, sensory, affective, and cognitive functions. *Rap1*^KI/KI^ mice displayed shorter latencies to fall from an inverted wire grid (Fig 7A), which were significant with or without statistical correction for body weight. This suggests reduced limb strength and/or coordination. Additionally, fasted *Rap1*^KI/KI^ mice were slower to locate a buried food pellet (Fig 7B), indicating impairment in olfactory sensitivity. Because both of these deficiencies develop with normal aging in mice [33,34], these results may suggest accelerated neurological aging in *Rap1*^KI/KI^ mice, which was more pronounced in females. Exploratory locomotion did not differ in sex-genotype interaction in the open field tests (Fig 7C), but the influence of the *Rap1* knockin mutant on time in the center, an indication of anxiety, differed significantly between females and males (Fig 7D). Genotype-by-sex interactions were observed in the time spent in the open quadrants of a zero maze (Fig 7E) and a non-significant trend was observed for the light-dark box test (S9A Fig), which are also measures of anxiety-like behavior [35]. In all tests, the direction of effects was for decreased and increased anxiety-like behavior in *Rap1*^KI/K^ males and females, respectively. Interestingly, human studies have demonstrated a positive correlation between anxiety and short telomeres [36,37], although those associations were not sex dependent. Finally, to evaluate cognitive abilities of *Rap1*^KI/KI^ mice, we assessed working memory in a spontaneous alternation task (Y-maze) and cognitive flexibility in a reversal learning task (Water T-maze). No significant differences were observed in either test (S9B and S9C Fig). In sum, we found impairments in motor and olfactory function in male and female *Rap1*^KI/KI^ mice, whereas anxiety was altered bidirectionally in a sex dependent manner (Fig 7F) and cognitive function remained intact.

**Fig 7:**
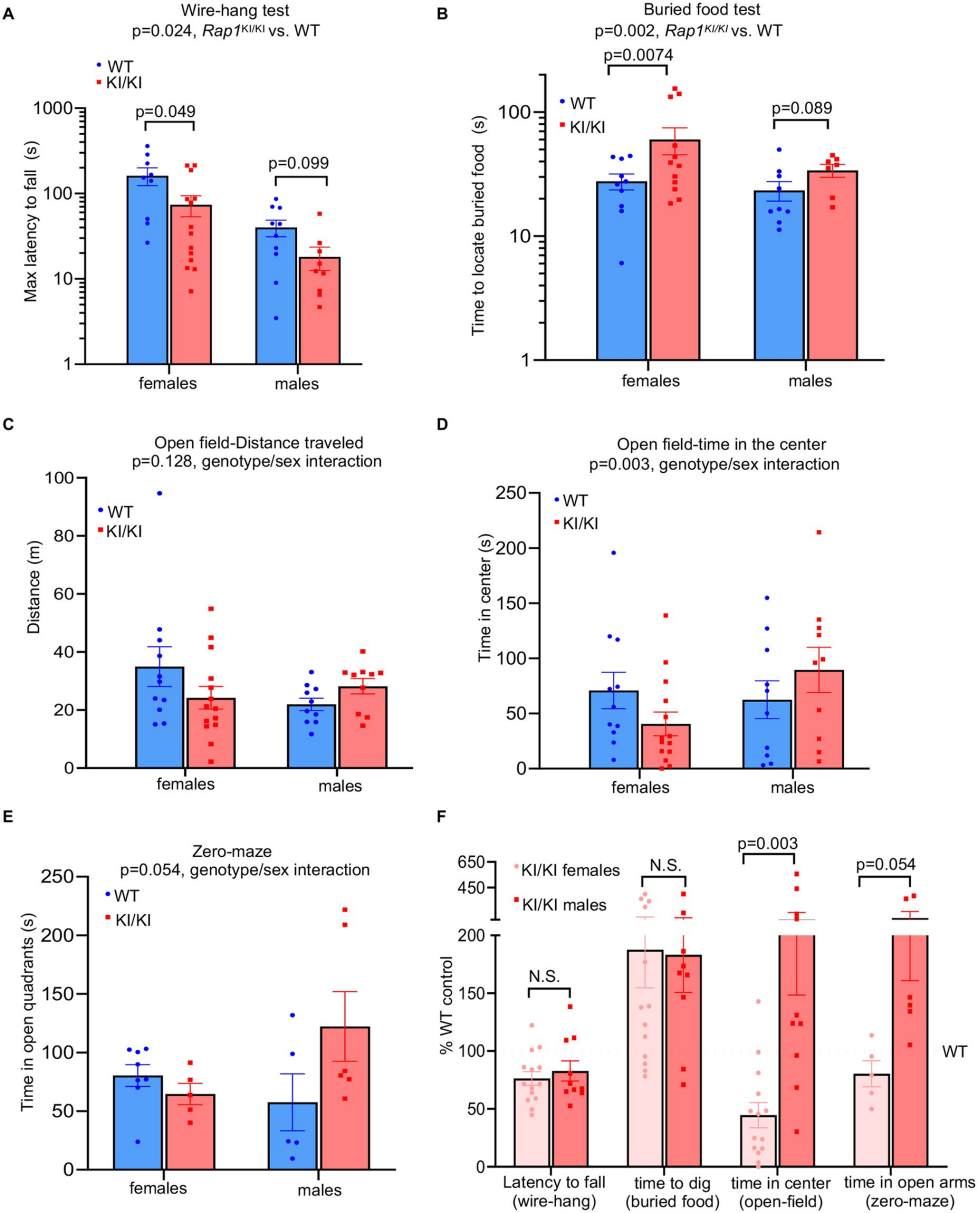
*Rap1* knockin mice exhibit neurological changes in a sex-dependent manner. **(A)** Wire-hang test showing maximum latency of mice to fall, *n = 19* WT (9 females and 10 males) and *n = 24 Rap1*^KI/KI^ (14 females and 10 males) mice. P values in WT vs. *Rap1*^KI/KI^ females and /or males were shown. **(B)** buried food test. *n = 19* WT (10 females and 9 males), *n = 19 Rap1*^KI/KI^ (12 females and 7 males). P values in WT vs. *Rap1*^KI/KI^ females and/or males were shown. **(C)** open-field test/distance traveled in 15 mins. *n* = 21 WT (11 females and 10 males) and *n = 24 Rap1*^KI/KI^ (14 females and 10 males). *p* = 0.128 (WT vs. *Rap1*^KI/KI^). **(D)** open-field test/time in the center out of 15 mins. *p* = 0.003 (genotype/sex interaction). **(E)** zero-maze test, *n = 14* WT (8 females and 5 males) and *n = 11 Rap1*^KI/KI^ (5 females and 6 males) mice. *p* = 0.054 (genotype/sex interaction). **(F)** Data for behavioral tests displayed as % WT control (set to 100%). Behavior results were analyzed in R software with 2-way ANOVA using genotype and sex as factors, with covariates of wave and body weight included where appropriate. All data are mean ± SEM.

### Neuroinflammation is associated with astrogliosis and upregulation of inflammasome pathway components in the *Rap1* knockin mouse brain

To investigate the source of low-grade neuroinflammation and/or origin of the observed behavioral deficits in the *Rap1*^KI/KI^ brain, we performed immunostaining on sagittal brain sections derived from WT and *Rap1*^KI/KI^ mice. The major effectors of neuroinflammation in the brain are glial cells, including astrocytes and microglia (brain resident macrophages) [38,39]. To identify astrocytes and microglia and examine differences in their numbers, morphology, and staining intensity, we utilized antibodies that recognize glial fibrillary acidic protein (GFAP) and ionized calcium-binding adaptor molecule 1 (IBA1), respectively. Immunostaining for IBA1 revealed no differences in the characteristics of microglia in *Rap1*^KI/KI^ compared to WT brains (Fig 8A); however, GFAP immunostaining revealed a significant increase in GFAP staining intensity (Fig 8B and 8C) and a trend towards an increase in the number of GFAP-positive astrocytes in the corpus callosum (Fig 8B and 8D). Astrocytes in the corpus callosum exhibited an enlarged morphology (Fig 8B). These findings indicate the presence of reactive astrocytes (astrogliosis) in the corpus callosum, which are known to secrete inflammatory cytokines and drive neuroinflammation [38,39]. Consistent with these findings, we observed a significant increase in inflammasome pathway components, including cleaved caspase-1, pro-IL-1β, IL-18 in *Rap1* knockin brain tissues, which was more pronounced in females (S10 Fig). These data suggest that reactive astrocytes and inflammasome activation may contribute to the increased expression of inflammatory cytokines in *Rap1*^KI/KI^ brain tissues.

**Fig 8:**
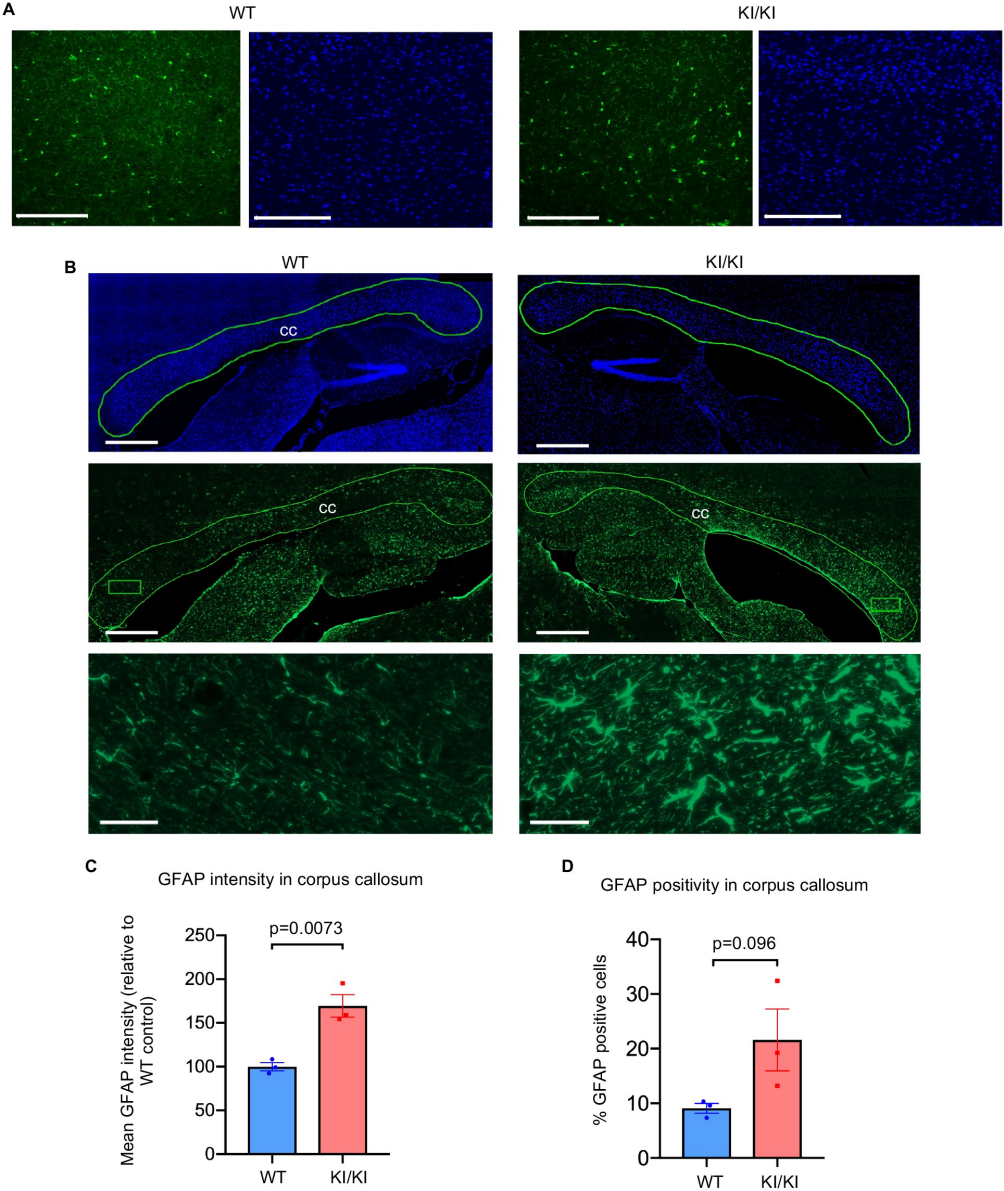
*Rap1* knockin mice exhibit astrogliosis in the corpus callosum. **(A)** Representative images from sagittal brain sections derived from WT and *Rap1*^KI/KI^ mice showing **(A)** the cerebral cortex stained with anti-IBA1 (green) and mounted with medium containing DAPI (blue). Scale bars: 200μm. **(B)** Representative sagittal brain sections were mounted with medium containing DAPI (top panel, blue) and stained with anti-GFAP (middle panel, green). Top and middle panels display regions containing the corpus callosum (outlined in green). Boxed regions within the corpus callosums are shown at a higher magnification in the bottom. Scale bars: 500 μm (top and middle panels); 40 μm (bottom panel). **(C-D)** Quantification of the mean intensity of GFAP staining and percentage of GFAP-positive cells within the corpus callosum (outlined region). *n* = 3 mice per genotype, Data are mean± SEM. P values were obtained using student’s unpaired *t*-tests.

## Discussion

Telomere attrition is a hallmark of aging [2] and is associated with age-related pathologies, including cancer, diabetes mellitus, and neurodegenerative disorders [40]. A remaining question is the degree to which these phenotypes are driven by a telomere-induced DNA damage response versus other emergent properties of telomeric proteins that occur upon telomere erosion. RAP1 is an important case in point; in budding yeast, telomere attrition leads to localization of RAP1 away from telomeres and contributes to gene expression changes that occur during senescence [19,20]. Furthermore, loss of RAP1 in mice leads to profound alterations in the immune response and metabolism, and the extent to which this is triggered by loss of RAP1 from telomeres or its other roles in controlling gene transcription is not yet understood [6,8,10,14]. To understand the impact of aberrant RAP expression and cellular localization in life- and health- span, we generated and characterized a *Rap1* knockin mouse model. By disrupting the RAP1-TRF2 interaction, we eliminated RAP1 localization at the telomere, which led to its extratelomeric localization, including in the cytoplasm. Similar to deletion of RAP1 alone [7,9], removal of RAP1 at telomeres did not induce telomere erosion or a telomeric DDR. Thus, we could address the extent to which these other properties of RAP1 contribute to pathophysiology in mammals. We found that *Rap1* knockin mice, although viable, had a reduced lifespan and several other defects in immune function, metabolism, and behavior. Thus, our studies support the notion that alterations in RAP1 expression and localization contribute to pathophysiologies in a telomere-induced DDR-independent manner.

Previous studies have demonstrated that RAP1 levels are dependent on its interaction with TRF2 in mice [7,41]. Thus, the inability of RAP1 I312R to bind TRF2 may have contributed to the decreased RAP1 protein expression in *Rap1*^KI/KI^ mice. The increased cytosolic/decreased nuclear distribution of RAP1 in the *Rap1*^KI/KI^ mice provides evidence that the RAP1-TRF2 interaction helps facilitate RAP1 nuclear retention. Notably, changes in RAP1 were independent of TRF2 expression or localization, which was unaltered in *Rap1*^KI/KI^ mice.

Non-telomeric RAP1 can regulate gene expression [6,14–16]. Thus, altered RAP1 levels and/or a switch from telomeric to non-telomeric localization in RAP1 may affect gene transcription and contribute to pathological changes in *Rap1* KI mice. Indeed, our data revealed a large number of transcripts (Fig 3 and S5 Fig and S1 Table) and pathways (S2 Table) that were altered in various *Rap1* KI mouse tissues, especially the liver. 

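Whether the effect of the genotype differed between the 4 tissues was tested over all 24 male arrays with limma's F test of the interaction between genotype and tissue. It called 0 of 42322 probes at an adjusted p of 0.05, and 1236 (2.9%) had an unadjusted p under 0.05. With the mouse as a block, 0 were called and 1472 had an unadjusted p under 0.05. Without mouse WT1 there were 4 called probes, and without mouse WT3 there was 1. For gene lists, the effect in the liver was set against the mean of the effects in the other tissues. Camera called the ribosomal protein genes, with a median log2 difference of -0.11 (adjusted p = 0.00029), and mitotic genes, with 0.38 (adjusted p = 0.0011), and neither under fry (adjusted p = 0.99 for both). Without mouse WT2, 0 lists were called, and the medians were -0.02 (adjusted p = 0.67) and 0.28 (adjusted p = 0.05). The mitotic genes were not called without mouse KI2 either (0.27, adjusted p = 0.075). The oxidative phosphorylation genes differed by -0.03 between the liver and the other tissues (adjusted p = 0.38), but by -0.18 without mouse WT3 (adjusted p = 2e-04), and with z-scores they were called lower (adjusted p = 8.4e-06). The Metabolism set differed by 0.04 (adjusted p = 0.96) and the Immune System set by 0.05 (adjusted p = 0.96). Proteasome genes differed by 0.15 (adjusted p = 0.13, and 0.045 with the mouse as a block).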

Downregulation of metabolic transcripts and pathways in the liver of *Rap1*^KI/KI^ mice is in agreement with the increased body weight and fasting blood glucose observed in these mice, which was more pronounced in female *Rap1*^KI/KI^ mice. These sex-dependent differences in metabolism are in accord with previous findings in *Rap1* null mice [6,8]. This overlapping phenotype and some shared changes in metabolic pathways, including downregulation of the PPARα pathway in *Rap1*^KI/KI^ (S2 Table) and *Rap1* null livers [8], suggest that the increased body weight and metabolic defects in *Rap1* KI mice may be due to the decreased expression of RAP1 in *Rap1* KI mice. However, *Rap1*^KI/WT^ mice had RAP1 levels comparable to those of WT mice (Fig 1F), yet showed a trend for higher body weight and fasting blood glucose levels with a HFHS diet (S8E and S8G Fig). Therefore, it seems feasible that metabolic dysfunction in *Rap1*^KI/KI^ mice may also be augmented by extratelomeric RAP1.

In addition to transcriptional perturbations, cytosolic RAP1 colocalizes with the NLRP3 inflammasome in neutrophils [42] and activates NF-kB [16]. These cytosolic factors play fundamental roles in cytosolic inflammation and immune responses [18,43]. Although *Rap1* deletion results in defective NF-kB activation [16], we found that *Rap1*^KI/KI^ brain and/or bone marrow displayed signs of NF-kB and/or inflammasome activation. Pro-inflammatory cytokine production was increased in *Rap1*^KI/KI^ brain tissues, bone marrow derived macrophages, and serum. 

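Lists of interferon-induced, chemokine and MHC class II genes were tested in the male liver, heart and muscle with camera. In the liver, the 16 interferon-induced genes had a median log2 difference of 0.29 between *Rap1* KI/KI and WT mice (adjusted p = 0.04). The call held without mouse KI1 (0.48, adjusted p = 8.4e-07) or WT2 (0.21, adjusted p = 0.01). It was lost without mouse KI2 (0.03, adjusted p = 0.95), KI3 (0.21, adjusted p = 0.13), WT1 (0.38, adjusted p = 0.48) or WT3 (0.16, adjusted p = 0.15). The 37 chemokine and receptor genes had 0.10 (adjusted p = 0.3), or -0.01 after normexp background correction, but were called higher without mouse KI1 (0.22, adjusted p = 0.01) or WT2 (0.23, adjusted p = 0.0099). The 9 MHC class II genes had -0.07 (adjusted p = 0.46). In the heart, the interferon-induced genes had 0.12 (adjusted p = 0.21). The MHC class II genes had -0.31 there (adjusted p = 0.32), called without mouse KI1 (-0.45, adjusted p = 0.015). The chemokine genes had a median of 0 and a mean of 0.13 (adjusted p = 0.16). They were called without mouse KI2 (0.19, adjusted p = 0.03) or WT2 (0.10, adjusted p = 0.048). In the muscle, the interferon-induced genes had 0.27 (adjusted p = 0.0039), with the mice KI1, KI2 and KI3 at 0.16, 0.79 and -0.07 relative to the WT mean and the WT mice between -0.20 and 0.25, and with -0.01 (adjusted p = 0.79) without mouse KI2 and 0.19 (adjusted p = 0.052) without mouse WT1. The chemokine genes had 0.06 there (adjusted p = 0.13), called without mouse KI1 (0.36, adjusted p = 0.0052) or WT1 (0.17, adjusted p = 0.045), and the MHC class II genes -0.50 (adjusted p = 0.02), with -0.31 (adjusted p = 0.45) without mouse KI1 and -0.39 (adjusted p = 0.17) without mouse WT2. Under fry, the adjusted p of these lists was 0.59 to 0.94. Neutrophil genes were also raised in the muscle samples of mice KI1 and KI3. Set against the other tissues, the effect in the liver on the interferon-induced genes differed by -0.06 (adjusted p = 0.38).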

The increases in immune response transcripts and pathways were observed in all tissues examined. These findings are in agreement with reports by Teo and Liu et al [16,42] and suggest that increased cytosolic RAP1 may promote NF-kB and inflammasome activation that, in turn, drives increased immune response transcripts and pro-inflammatory cytokine production in *Rap1*^KI/KI^ mice. Interestingly, we observed sex differences in the immune response and basal pro-inflammatory and anti-inflammatory cytokine levels in *Rap1*^KI/KI^ mice. We speculate that sex differences in genomes and/or proteomes facilitate divergent interactions with extratelomeric RAP1, leading to sex-dependent deregulation of downstream pathways that affect cytokine production. Consequently, sexual dimorphism in pro- or anti-inflammatory basal cytokine production in *Rap1*^KI/KI^ BMDMs could explain the observed sex differences in their ability to mount an effective pro- or anti-inflammatory response to inflammation stimuli. Similar sex/gender dimorphism in LPS-induced pro-inflammatory cytokines has been observed in humans and rodents [44]. Thus, it would be of great interest to investigate the potential role for RAP1 in regulating sex-dependent immune responses and disease susceptibility in humans.

Increased cytosolic RAP1 has been reported in several human tumors, including breast cancer and non-small cell lung cancer [16,27]. In addition, *Rap1* deficiency accelerates tumor incidence in mice, in response to carcinogens and the Myc oncogene [45,46]. It is reasonable to deduce that decreased levels of RAP1 and/or elevated RAP1 cytosolic distribution may have promoted the elevated tumor incidence in *Rap1*^KI/KI^ mice. Lymphomas and histiocytic sarcomas were the predominant tumors observed in *Rap1*^KI/KI^ mice, primarily detected in the livers and spleens. The weights of these two organs were also increased. Therefore, the mouse liver and spleen may be the most susceptible to tumorigenesis in response to changes in RAP1. Thus, significant alterations in transcriptional networks implicated in tumorigenesis and the immune response as well as the upregulation of proinflammatory cytokines may have contributed to the increased tumor burden and accelerated mortality in *Rap1*^KI/KI^ mice.

Although *Rap1* knockin mice share some pathological changes with *Rap1* null mice, e.g. increased body weight, they are distinct from *Rap1* null mice in which both telomeric and non-telomeric RAP1 are eliminated. Less than 5% of deregulated genes overlapped in *Rap1* knockin and null liver tissues [6,8] (S11 Fig). Since the primary difference between *Rap1* knockin mice with WT or *Rap1* null mice is the presence of RAP1 distal to telomeres with altered cytosolic and nuclear distributions, we posit that these changes in RAP1 could modify the transcriptional landscape in a manner that could not be achieved via the absence of RAP1 alone. Of the overlapping deregulated genes between *Rap1*^KI/KI^ and null livers, more than half were regulated inversely (S11 Fig). Other pathways in *Rap1*^KI/KI^ mice were also regulated inversely to those regulated in *Rap1* null mice. For example, pathways implicated in energy metabolism, including oxidative phosphorylation and electron transport pathways were downregulated in *Rap1*^KI/KI^ livers, but upregulated in *Rap1* null livers [8]. 

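In the male livers, the 83 genes of oxidative phosphorylation had a median log2 difference of -0.08 between *Rap1* KI/KI and WT mice (camera, adjusted p = 0.0011). The medians of mice KI1, KI2 and KI3 were 0, -0.06 and -0.18 relative to the WT mean, and those of mice WT1, WT2 and WT3 were 0.19, 0.05 and -0.25 (exact permutation test on these medians, two-sided, p = 0.7). The genes of the list with the highest levels were *Cox6a1*, at -0.20, *Atp5b* at -0.17, *Cox8a* at -0.05, *Ndufa13* at -0.20 and *Uqcrq* at -0.26, each with an adjusted p of 1 by limma. The median of the list was 0.03 after quantile normalization (adjusted p = 0.74) and 0.01 without mouse WT1 (adjusted p = 0.23). The adjusted p was also above 0.05 without mouse WT2 (0.1) or mouse KI3 (0.097), and 0.87 under fry. The list stayed called lower without mouse KI1 (-0.12, adjusted p = 0.0025), KI2 (-0.09, adjusted p = 0.00092) or WT3 (-0.20, adjusted p = 1.2e-07), and the adjusted p over all alternatives ran from 1.9e-13 to 0.87. The Reactome set of respiratory electron transport had a median of -0.07 (adjusted p = 0.025). For the same pathways in the male livers, the paper's z-scores in S2 Table are -3.06 for oxidative phosphorylation and -3.77 for the electron transport chain. The *Rap1* null livers that the paper sets beside these were not analysed here.

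**Figure D1:**
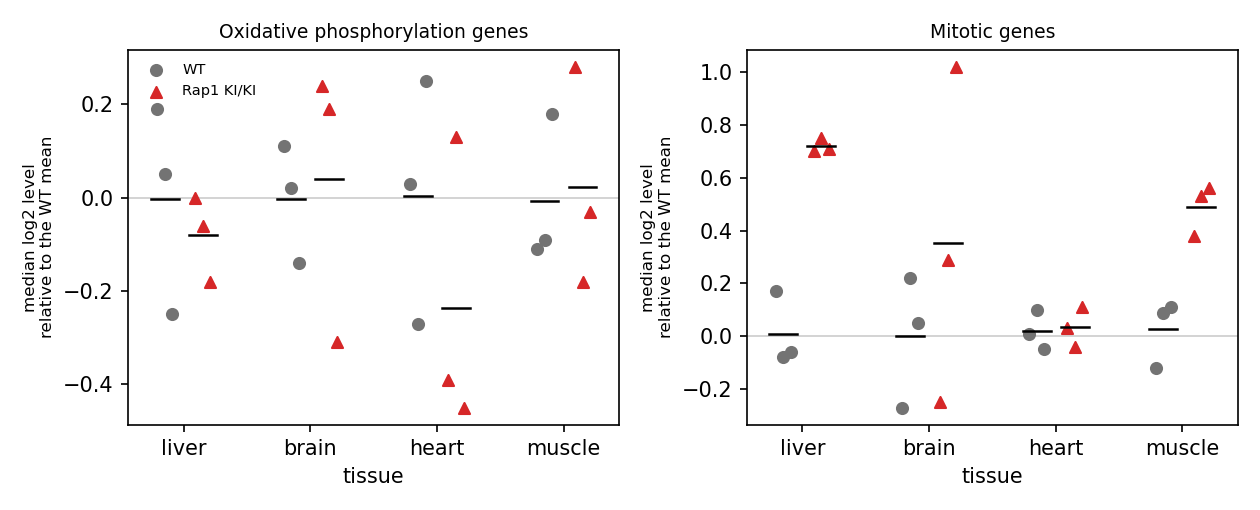
Median log2 level of the oxidative phosphorylation genes (left) and of mitotic genes (right) in each male mouse by tissue, relative to the mean of the WT mice, with a bar at the mean of the 3 mice of a genotype. In the liver, the oxidative phosphorylation medians of the *Rap1* KI/KI mice (-0.18 to 0) lie within those of the WT mice (-0.25 to 0.19), and the mitotic medians of the *Rap1* KI/KI mice (0.70 to 0.75) lie above those of the WT mice (highest 0.17). The *Rap1* KI/KI minus WT median of the oxidative phosphorylation genes in the liver is 0.03 after quantile normalization.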

*Rap1* knockin mice had decreased lifespans, which was not observed in *Rap1* null mice [8]. In addition, *Rap1* knockin mice showed increased spontaneous tumor incidence and altered behaviors, which were not reported in *Rap1* null mice in the absence of any cancer-prone genetic background or carcinogen exposure [45,46]. Although the decreased lifespan in *Rap1* knockin mice suggests a dominant negative effect of the KI allele, we posit that this phenotype is rather a consequence of increased extratelomeric/cytosolic RAP1. This notion is supported by our finding that *Rap1* knockin mice exhibited increased cytosolic RAP1 and increased NF-κB activation/expression of pro-inflammatory cytokines. In contrast, deletion of *Rap1* leads to defective NF-κB activation and pro-inflammatory cytokine production [16,47,48]. These observations support the notion that the KI allele behaves as wild type. Thus, *Rap1* knockin mice present an opportunity to study the role of TRF2-independent RAP1 functions distal to telomeres and their role in aging and age-related phenotypes.

*Rap1*^KI/KI^ mice displayed deficits in behavioral tests of locomotor and chemosensory function. Decline in these functions are well-documented during the normal aging process of mice and humans alike [49,50]. Immune-response transcripts were most upregulated in the *Rap1*^KI/KI^ brain, in agreement with increased pro-inflammatory cytokine production in this tissue. 

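In the male brains, the 16 interferon-induced genes had a median log2 difference of 0.96 between *Rap1* KI/KI and WT mice (camera, adjusted p = 5e-08). The mice KI1, KI2 and KI3 lay at 0.19, 0.63 and 2.27 relative to the WT mean, all above the highest WT mouse, at 0.11 (exact permutation test on the medians, two-sided, p = 0.1, the smallest possible). Without mouse KI3 the median difference was 0.34 (adjusted p = 0.00028), and the adjusted p was 0.63 under fry. The 35 chemokine and receptor genes had a median of 0.44 (adjusted p = 0.0038), with the *Rap1* KI/KI mice at -0.12, 0.19 and 1.29 and the highest WT mouse at 0.15. Without mouse KI3 it was 0.08, and camera's direction was lower (adjusted p = 0.73). MHC class II genes had 0.56 (adjusted p = 1e-04) and microglial genes 0.44 (adjusted p = 0.031), the latter with -0.01 (adjusted p = 0.25) without mouse KI3. *Gfap*, a marker of astrocytes, was higher by 1.33 (standard error 0.69, adjusted p = 1 by limma). Its log2 level was 5.41 in mouse KI3 and 1.98 to 2.97 in the WT mice, and the difference was 0.55 without mouse KI3. *Aif1*, a marker of microglia, was higher by 0.61 (standard error 0.48), and by 0.06 without that mouse. Of the cytokine genes that the paper measures by other assays, 4 were measured in the brain and 0 passed, either over all probes or adjusted over the list alone (lowest adjusted p 0.4). *Ccl5* was higher by 1.79 (standard error 0.98) and *Ccl3* by 1.58 (standard error 1.10), with an SD of 2.07 and 2.35 among the *Rap1* KI/KI mice. Of the 6 inflammasome genes, 0 passed adjusted over the list alone (lowest adjusted p 0.48).

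**Figure D2:**
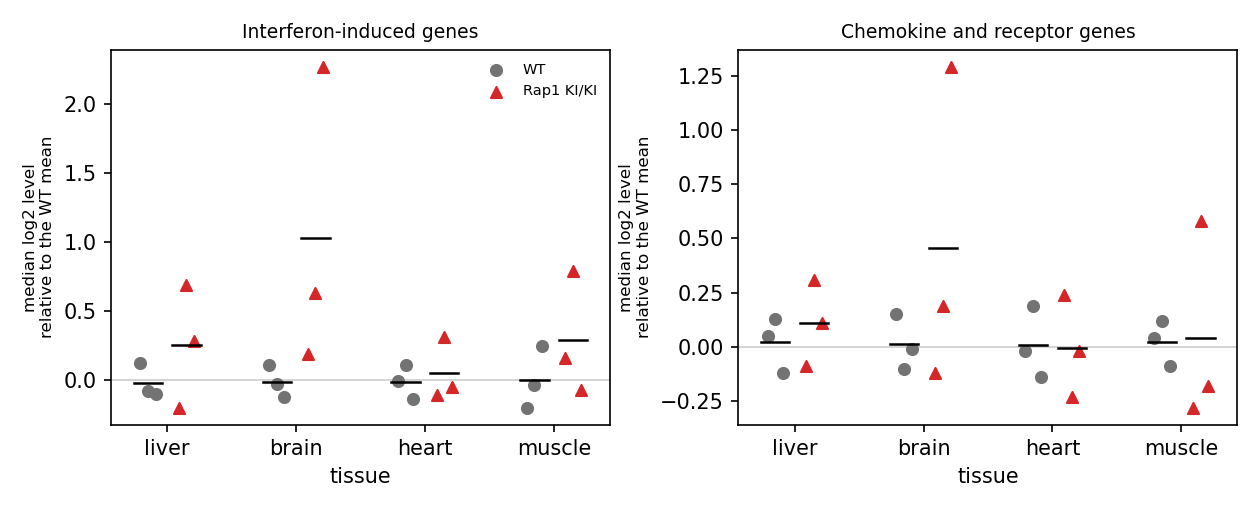
Median log2 level of interferon-induced genes (left) and of chemokine and receptor genes (right) in each male mouse by tissue, relative to the mean of the WT mice, with a bar at the mean of the 3 mice of a genotype. In the brain, the *Rap1* KI/KI mice lie at 0.19, 0.63 and 2.27 for the interferon-induced genes and at -0.12, 0.19 and 1.29 for the chemokine genes.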

Immunostaining revealed astrocytes within the corpus callosum as a potential source of the neuroinflammation. Because experimental damage to the corpus callosum causes impairment in tests of motor coordination [51,52], it is possible that astrogliosis in the corpus callosum may have contributed to some of the deficits exhibited by the *Rap1*^KI/KI^ mice. *Rap1*^KI/KI^ mice displayed deficits in the wire-hang and buried-food test. It is noteworthy that mice with normal aging or neurodegenerative diseases display white matter injury and hypoplasia in the corpus callosum, deficits in the wire-hang test, and/or olfactory dysfunction [53–58]. Olfactory dysfunction also increases with telomere shortening [31]. Collectively, these observations suggest that aberrations in RAP1 may contribute to age-related decline in locomotor and sensory function and accelerate certain aspects of normal aging. Interestingly, *Rap1*^KI/KI^ mice showed behavioral changes that were sexually dimorphic. *Rap1*^KI/K^ mice female mice exhibited increased anxiety like behavior, whereas *Rap1*^KI/KI^ male mice displayed decreased anxiety like behavior. These phenotypic features are consistent with data in humans, where approximately 33.7% of the population experiences an anxiety disorder during their lifetime, and with an almost doubling of the prevalence of anxiety related disorders in women as in men [59]. The fact that aberrant RAP1 heightens anxiety in females and lowers anxiety in males warrants further investigation as to whether RAP1 may contribute to sex-dependent differences in anxiety.

Previous studies in humans have shown that RAP1 protein levels decrease with aging [23]. We found that the inability of RAP1 I312R to bind TRF2 leads to decreased RAP1 levels and increased cytosolic/decreased nuclear distribution of RAP1 in mice, a trend that was also observed in human cells undergoing gradual telomere attrition. We hypothesize that telomere shortening over time may alter the expression and localization of RAP1 and thereby contribute to age-related pathologies. Our data establish in a physiologically relevant setting that aberrant expression/localization of RAP1 can lead to age-associated and sex-specific properties distinct from its role at the telomere itself. Our findings provide important additional evidence that the re-localization of RAP1 away from telomeres may contribute to aging phenotypes in mice in a manner that is separable from the induction of a telomeric DDR [20,60]. Our studies support the notion that the loss of telomere function, or in this case the loss of the telomere-binding activity of RAP1, can contribute to emergent properties that were not triggered by telomere damage *per se*. Our findings further establish that, despite an ability of non-telomeric RAP1 to largely mimic the gene expression profiles of wild-type MEFs [6], there is a sufficient perturbation in expression of cytokine and immune responsive genes to result in marked sex-specific phenotypes in mice, and decreased lifespan. Our data suggest that mechanisms underlying age-associated disease and telomere biology disorders are multifaceted and that the telomeric protein RAP1 plays crucial pleiotropic roles in tissue homeostasis and organismal aging.

## Materials and methods

### Ethics statement

All animal experiments were carried out according to the “Guide for the Care and Use of Laboratory Animals” (National Academy Press, USA, 1996), and were approved by the Institutional Animal Care and Use Committee of National Institute on Aging (ASP #383-LGG-2025).

### Mice and cell cultures

The *Rap1* I312R knockin mice were generated using Crispr/Cas9 technology [61]. Briefly, a sgRNA (GAACTGCCATTAAGGTGATC) and a single-strand donor oligonucleotides was generated by IDT (https://www.idtdna.com/pages), which contains the desired mutation (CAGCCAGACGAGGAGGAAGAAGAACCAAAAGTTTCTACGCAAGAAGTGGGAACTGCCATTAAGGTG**CGG**CG**C**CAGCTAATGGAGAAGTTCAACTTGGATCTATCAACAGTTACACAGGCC; the four bold and underlined nucleotides were changed from the wildtype sequence for introducing the true and silent mutations). The *Rap1* I312R knockin mice were backcrossed to C57BL/6N strain for four times. *RelA*-EGFP reporter mice were described previously [26]. Lifespan was determined using the Kaplan-Meier survival analysis. Mice died naturally (the animals were found dead in the cage) or euthanized prior to any noticeable distress according to NIA-ACUC Policy 005 humane endpoint criteria, as described alike [49,50]. Following euthanasia, whole bodies or organs with gross abnormalities and masses were submitted to the NIH Division of Veterinary Resource for histopathological analysis.

Primary MEFs were isolated from 13.5-day embryos. Primary MEFs and human fibroblasts were cultured in DMEM supplemented with 10–20% FBS, 2 mM L-glutamine, 100 U/ml penicillin, and 100 μg/ml streptomycin. BMDMs were obtained by culturing mouse bone marrow in 15% FBS, 2 mM L-glutamine, 100 U/ml penicillin, 100 μg/ml streptomycin, 1.5% 1 M Hepes, 1% non-essential amino acid solution (#11140050, ThermoFisher Scientific), and 15% conditioned medium from L929 cells, containing granulocyte macrophage-colony stimulating factor (GM-CSF).

### Mouse weight, food intake, fasting blood glucose analysis

Mice fed a standard chow diet (ad lib) were weighed weekly between the ages of 14 and 74 weeks. Mice fed a high fat high sugar diet (ad lib) consisting of 20.3% protein, 47% carbohydrates, 27.1% fat, 11.5% sucrose, and 31% dextrose by weight (#103806, Dyets, Bethlehem, PA) were weighed weekly between 6 and 20 weeks of age. To measure food intake, 50g of chow per mouse was placed in each cage. One week following food distribution, the remaining food in the cages was weighed. To measure fasting blood glucose, mice were fasted overnight (~17 hr). Blood was drawn from the mouse tail veins and placed directly onto Accu-chek blood glucose strips (# K6570210410, ADW Diabetes, Pompano Beach, FL), and measured for fasting blood glucose readings by an Accu-chek glucose monitor (# C6570210110, ADW Diabetes).

### Mouse behavioral tests

Mouse behavioral assessments were performed on mice at middle age (12–17 months), with ages matched across sex and genotype (*F*_*3*,*40*_ = 1.08, *p*>0.5). Testing was repeated on two separate occasions with approximately equal representation of groups. Animal movement in chambers and water mazes was tracked with digital cameras and ANY-Maze software (Stoelting Co; Wood Dale, IL). *Wire hang test*: mice were tested for latency to fall from an inverted wire cage top. Three trials were conducted, spaced by 30 minutes. *Open field*: mice were recorded for 15 minutes in a 40 x 40 x 40 cm opaque chamber. *Spontaneous alternation*: mice were recorded for 8 minutes in a symmetrical Y-maze apparatus. Percentage of arm entries that were alternations (three successive entries into distinct arms) were calculated using the formula (# alternations) / (# arm entries– 2). *Reversal learning*: procedures were adapted from Filali et al [62]. Mice were first trained to find a hidden platform located in one arm of a T-maze submerged in water colored with non-toxic paint. For the initial phase, the platform was always located in the same arm for any given mouse. After reaching criterion of 10 consecutive correct trials (reaching platform without entering the incorrect arm), the platform was moved to the opposite arm and each animal was trained to a new criterion of 5 consecutive correct trials. *Light-dark box*: mice were tested for 10 minutes in an apparatus containing dark (black walls and ceiling) and brightly-lit (750 lux) compartments, connected by a small 5.5 x 5.5 cm opening. Transitions between compartments were recorded. Buried food test: mice were fasted overnight and tested for latency to find a 45 mg food pellet buried under 3 cm of bedding. Latency to dig continuously for at least 2 seconds above the location of the buried pellet was recorded. To verify food motivation, mice were subsequently presented with an identical pellet placed on top of bedding [63]. Five mice did not eat the exposed pellet within one minute and were thus excluded from analysis in this test.

### Cytokines and NF-κB activation

Cytokine/chemokine levels, except IL-18 levels, were quantified using a mouse cytokine/chemokine 31-plex array (# MD31) by Eve Technologies (Calgary, AB Canada). IL-18 was measured using an ELISA kit (MBL international, #7625). IL-1β was measured using an ELISA kit (R&D Systems, #MLB00C) on a subset of WT, *Rap1*^KI/WT^, and *Rap1*^KI/KI^ brain homogenates. To measure NF-κB activation, cells were treated with LPS derived from Escherichia coli (200ng/ml, O111:B4, Sigma-Aldrich) for 24 hr. Nuclei were isolated using a nuclear extraction kit (# ab113474, Abcam), and the levels of p65 in the nuclei were determined using the NF-κB p65 transcription factor assay kit (# ab133112, Abcam). To measure GFP positive cells and GFP-signal intensity in *RelA*-EGFP mice, single cells obtained from bone marrow and spleen were analyzed on a BD FACS Canto II Flow Cytometer (Becton Dickinson, Franklin Lakes, NJ). Results were analyzed using FlowJo software (Becton Dickinson).

### Telomere length, telomere dysfunction-induced foci, and SA-beta gal analysis

Telomere length was determined by quantitative telomere in situ hybridization (Q-FISH) [64] and telomere restriction fragment analysis [65] using a Cy3-labeled (CCCTAA)_3_ PNA probe (Panagene) and a Telo-C-Biotin (CCCTAA)_3_ probe (PNA Innovations), respectively. TIFs were detected by immunofluorescence and telomere-FISH using primary γH2AX antibody (#05-636-AF488, Millipore) and Alexa Fluor 488 dye-conjugated secondary antibody (#R37120, Invitrogen), followed by fixation and telomere-FISH [65]. TIFs were scored by the co-localization of γ-H2AX and telomere-FISH signal. β-galactosidase activity was carried out using the SPiDER-β-galactosidase staining kit (#SG04-1, Dojindo).

### Protein detection

ELISAs were used to determine NF-κB and cytokine expression. Immunofluorescence was used to determine IBA1 and GFAP expression using anti-IBA1 (Abcam, ab 178846) and anti-GFAP antibody (Abcam, ab 7260), respectively. Western blotting was employed to determine expression of RAP1 (Santa Cruz, sc-53434), TRF2 (Novus Biologicals, NB110-57130), GAPDH (ABclonal, AC027), β-ACTIN (Cell Signaling Technology, 497OS), α-TUBULIN (Millipore Sigma, T5168), LAMIN A (Abcam, ab26300), H3 (Abcam, ab1791), and inflammasome components [pro-CASPASE-1/cleaved CASPASE-1 (Adipogen, AG AG-20B-0042-C100), NEK7 (Santa Cruz, sc-393539), pro-IL-18 (Genetex, GTX32675), IL-18 (MBL International, D046-3), pro-IL-1β (Cell Signaling Technology, 12242)]. For cell fractionation, cells were incubated with buffer A [(hypotonic, 10mM Hepes pH 7.9, 10mM KCl, 0.1mM EDTA, 0.1mM EGTA, and Halt protease inhibitor cocktail (ThermoFisher Scientific)] for 15 minutes on ice, treated with ice cold 10% IGEPAL CA-630 (Sigma-Aldrich), and vortexed for 10 seconds to burst the swollen cytoplasmic membranes. Cells were centrifuged briefly (~10 seconds). After collecting supernatant containing cytoplasmic factions, the nuclear pellet was resuspended in ice-cold buffer C (20 mM Hepes pH 7.9, 400 mM NaCl, 1 mM EDTA, 1 mM EGTA, and Halt protease inhibitor cocktail) for 15 minutes with rocking at 4°C, and then spun down at 5,000xg. Supernatant was collected for nuclear fractions. Equal amounts of cytoplasmic and nuclear fractions were used for western blotting.

### Detection of mRNA

Microarray procedures and data analyses were conducted at the Gene Expression and Genomics Unit at the National Institute on Aging (Baltimore, MD), as described [66]. Brain and liver tissues were homogenized and dissolved in 1 mL cold RLT buffer containing 10% β-mercaptoethanol (BME) together with glass beads. Heart and muscle tissues were dissolved in 1mL cold RLT buffer +10% BME with zirconia beads. Tissues were homogenized with beads using a Precellys 24 Tissue homogenizer (Bertin Instruments, Rockville, MD) at 5500–6000 rpm for 30 seconds, and centrifuged at 12,000 rpm for 4 min at 4°C to remove undissolved tissues and beads. RNA was extracted using RNeasy mini kits (# 74104, Qiagen, Hilden, Germany) for brain and liver tissues and using RNeasy fibrous tissue mini kit (# 74704, Qiagen) for heart and muscle tissues.

Quantitative reverse transcriptase polymerase chain reaction (RT-qPCR) was used to determine and validate the expression of altered transcripts in *Rap1*^KI/KI^ mice. Total RNA was converted to cDNA using the high-capacity cDNA reverse transcription kit (# 4368814, ThermoFisher Scientific). Amplification of cDNA was performed using SYBR green PCR mastermix (# 4364344, ThermoFisher Scientific) and primers (Eurofins Genomics). Primers sequences are as follows:

*Ly6d* forward: 5’-CAAAACCGTCACCTCAGTGGAG-3’
*Ly6d* reverse: 5’-AGCCATAACAGTGAGCAGGC-3’
*Actb* forward: 5’-GCTTCTAGGCGGACTGTTACTGA-3’
*Actb* reverse: 5’-GCGCAAGTTAGGTTTTGTCAAA-3’
*Gapdh* forward: 5’-ATGTGTCCGTCGTGGATCTGA-3’
*Gapdh* reverse: 5’-CCTGCTTCACCACCTTCTTGA-3’

All reactions were performed in triplicate, and quantitative PCRs were performed using the Bio-Rad CFX Connect Real-Time System. The Δ*C*_t_ values were determined by normalizing gene expression to beta actin (*Actb*) or glyceraldehyde 3-phosphate dehydrogenase (*Gapdh*). To calculate fold differences in mRNA expression, the equation [2^(-ΔΔCt)^] was used.

### Statistical analysis

GraphPad Prism 8.0 (GraphPad Software, Inc.) was used for statistical analyses. The data are expressed as the mean ± standard error of the mean (SEM) or standard deviation (SD). *P* values of *<* 0.05 denoted significant differences. Gehan-Breslow-Wilcoxon tests were used to determine differences in Kaplan-meier survival curves for lifespan analysis. For the tumor incidence data in S5 Table, a Fisher’s exact test and a Cochran-Armitage test (chi-square test for trend) were used for the comparison in tumor incidence in WT and *Rap1* knockin *mice*.

## Supporting information

S1 Fig *Rap1* I312R does not affect protein and mRNA expression of TRF2. **(A-B)** *Rap1* and *Trf2* mRNA expression levels in WT and *Rap1*^KI/KI^ primary MEFs by RT-qPCR. *n* = 5 primary MEF cell lines for each genotype with technical duplicates. (C) Western blot on whole-cell lysates from WT, *Rap1*^*KI/WT*^, and *Rap1*^KI/KI^ primary MEFs. Quantification shows no significant differences in TRF2 protein levels among the genotypes. P values were not significant (N.S.) and determined by a one-way ANOVA with student’s unpaired *t*-tests (**A-B**) and Tukey’s post-hoc comparisons (**C**). Data are mean ± SEM. *n* = 5 primary MEF cell lines for each genotype.
(TIF) Click here for additional data file.

S2 Fig RAP1 levels and cytosolic distribution in primary human fibroblasts upon prolonged culture. **(A)** Representative western blot analysis of RAP1 and TRF2 levels using whole-cell lysates derived from primary BJ fibroblasts at early (E) and late (L) passages (non-dividing). **(B-C)** Representative western blot analysis of RAP1 and TRF2 levels using cytosol (C) and nuclear (N) fractions derived from BJ fibroblasts at early (E) and late (L) passages. Lamin A and tubulin are nuclear and cytosolic proteins, respectively. The percent distribution of RAP1 and TRF2 in each fraction is shown. **(D)** Telomere length measurement of HeLa, HeLa 1.2.11, early passage (E), and late passage (L) BJ fibroblasts by telomere restriction fragment analysis using a biotin conjugated telomere probe.
(TIF) Click here for additional data file.

S3 Fig Telomere dysfunction was not detected in *Rap1* knockin mice. **(A)** Representative metaphase spreads of Q-FISH analysis on WT and *Rap1*^KI/KI^ primary MEFs showing DAPI (grey) and telomere signals (red). Quantitative measurement of telomere signal intensities is shown (right panel). Bars represent mean ± SD. Scale bars: 20μm. **(B-C)** Representative images of TIF analysis by IF-telomere FISH on primary MEFs (B) and mouse spleen tissues (C) using telomere FISH (red) and anti-γH2AX (green). *n* = 172 WT MEFs, *n* = 134 *Rap1*^KI/KI^ MEFs, *n* = ~300 splenocytes per mouse analyzed. WT and *Rap1*^KI/KI^ mice are 20, 22, and 24 months. Cells with ≥3 TIFs were not observed. P values between WT and *Rap1*^KI/KI^ were not significant. Data are mean ± SEM. Scale bars: 5μm.
(TIF) Click here for additional data file.

S4 Fig Cellular senescence was not detected in *Rap1* knockin mice. Representative images (left) of primary WT and *Rap1*^KI/KI^ MEFs stained with SPiDER-β-gal (green) and DAPI (blue). A minimum of 8 images containing ~300 cells were captured. The right panel shows plotted data points for individual images, and each data point was derived from an image. MEFs were at passage 5. Scale bars: 50μm. Data are mean ± SEM.
(TIF) Click here for additional data file.

S5 Fig Gene transcription and ontology are altered in *Rap1* knockin female mice. Gene ontology classifications for the significantly altered transcripts as determined by microarray analysis in the liver **(A)**, brains **(B)**, hearts **(C)**, and skeletal muscles **(D)** of *Rap1*^KI/KI^ compared to WT mice. *n* = 3 mice per genotype.
(TIF) Click here for additional data file.

S6 Fig *Rap1* knockin bone marrow, spleen, and BMDMs show mild NF-κB activation *in vivo*. **(A)** Histograms represent the population of GFP-positive cells (GFP+) in bone marrow (left) and splenocytes (right) derived from WT (blue histograms) or *Rap1*^KI/KI^ (red histograms) mice in *RelA*-EGFP reporter background by flow cytometry analysis. Gating for GFP+ cells is indicated by the dotted line. *n* = 5 WT and *n* = 3 *Rap1*^KI/KI^ mice. **(B)** Bar graph shows NF-κB activation as determined by the level of p65 expressed in nuclear extracts derived from WT and *Rap1*^KI/KI^ mouse BMDMs using the NF-κB p65 transcription factor assay kit. P values were determined using student’s unpaired *t*-tests. All data are mean ± SEM.
(TIF) Click here for additional data file.

S7 Fig Expression of cytokines and chemokines in female and male *Rap1* knockin serum, BMDMs, and tissues. **(A)** The overall levels of cytokines and chemokines were significantly elevated in serum (n = 5 WT female, 10 *Rap1*^KI/KI^ females, 7 WT males, and 5 *Rap1*^KI/KI^ male mice), BMDMs (n = 2 WT females, 2 *Rap1*^KI/KI^ females, and 1 male per genotype), and brain tissues (n = 5 WT female, 9 female *Rap1*^KI/KI^, and 2 males per genotype) derived from *Rap1*^KI/KI^ relative to WT as determine using multiplex cytokine analysis. P values were determined by a two-way ANOVA. **(B)** Individual cytokines including IL-12p40, IL-17, and IL-18 were elevated in serum from *Rap1*^KI/KI^. Graphs show the fold expression of cytokines derived from *Rap1*^KI/KI^ relative to WT. P values were determined by student’s unpaired t-tests. **(C)** The fold expression of cytokines in *Rap1*^KI/KI^ serum relative to WT serum from young and old mice (n = 3 young/middle-aged females per genotype, 2 old WT females, 7 old KI/KI females, 2 young/middle-aged males per genotype, and 3 old male mice per genotype). **(D-E)** Individual cytokines/chemokines CCL3 in the spleen (*n* = 6 WT females, 6 *Rap1*^KI/KI^ females, 3 WT males, and 3 *Rap1*^KI/KI^ males) and RANTES in the lung (*n* = 6 WT females, 6 *Rap1*^KI/KI^ females, 3 WT males, and 3 *Rap1*^KI/KI^ males) were elevated in *Rap1*^KI/KI^ compared to WT tissues. P values were determined by student’s unpaired *t*-tests. Data are mean ± SEM in all graphs. WT was set to 1 in A-E with KI/KI values displayed as relative to the mean WT value for each graph.
(TIF) Click here for additional data file.

S8 Fig *Rap1* knockin mice show signs of metabolic dysfunction. **(A-D)** Mice fed with a standard chow diet. Body weights were assessed weekly over time for females and males. Food intake was quantified weekly in females and males. n = 8 WT females, n = 6 *Rap1*^*KI/WT*^ females, n = 5 *Rap1*^KI/KI^ females. n = 5 males for each genotype. **(E-H)** Mice fed with a high fat high sugar (HFHS) diet. Body weights were assessed weekly starting at ~2 months of age for females and males. Fasting blood glucose was measured in females and males at age 2–4 months. n = 6 WT females, n = 7 *Rap1*^*KI/WT*^ females, n = 4 *Rap1*^KI/KI^ females. n = 5 WT males, n = 3 *Rap1*^*KI/WT*^ males, n = 5 *Rap1*^KI/KI^ males. Food intake p-values were assessed by one-way ANOVAs. Two-way ANOVAs with post-hoc turkey tests were performed for all other experiments. All data are mean ± SEM.
(TIF) Click here for additional data file.

S9 Fig *Rap1* knockin mice show no significant differences in behavior associated with learning/memory. **(A)** Light-dark box test, *n* = 13 WT (8 females and 5 males) and *n = 11 Rap1*^KI/KI^ (5 females and 6 males) mice. p = 0.170 (genotype/sex interaction). **(B)** Y-maze test shows percentage of alternations to new arms of the maze in *Rap1*^KI/KI^ relative to WT mice, *n = 13* WT (8 females and 5 males) and *n = 12 Rap1*^KI/KI^ (5 females and 6 males) mice. p = 0.917. **(C)** Water T-maze test shows percentage of incorrect arm entries in *Rap1*^KI/KI^ relative to WT littermates. *n* = 8 WT (3 females and 5 males) and *n = 13 Rap1*^KI/KI^ (9 females and 4 males) mice. p = 0.190. Behavior results were analyzed in R software with 2-way ANOVA using genotype and sex as factors, with covariates of wave and body weight included where appropriate. All data are mean ± SEM.
(TIF) Click here for additional data file.

S10 Fig Expression of inflammasome pathway components is increased in *Rap1* knockin brain tissues. Representative images of western blots (left panel) and bar graph quantifications (right panel) show expression of the inflammasome pathway components: pro-CASPASE-1 (pro-CASP-1, *n* = 6 WT females, 6 KI/KI females, 7 WT males, 6 KI/KI males), cleaved CASPASE-1 (CASP-1p20, *n* = 6 WT females, 6 KI/KI females, 7 WT males, 6 KI/KI males), NEK7 (*n* = 3 WT females, 6 KI/KI females, 7 WT males, 6 KI/KI males), pro-IL-18 (*n* = 3 WT females, 6 KI/KI females, 7 WT males, 6 KI/KI males), IL-18 (active, *n* = 3 WT females, 6 KI/KI females, 7 WT males, 7 KI/KI males), pro-IL-1β (*n* = 4 WT females, 4 KI/KI females, 6 WT males, 5 KI/KI males), and GAPDH (protein loading control) in brain tissue lysates derived from WT and *Rap1*^KI/KI^. Each point represents a biological replicate, and technical replicates were averaged prior to graphing. female mice **(A-B)** and male mice **(C-D)**.
(TIF) Click here for additional data file.

S11 Fig Overlapping deregulated genes in *Rap1* mutant knockin and *Rap1* knockout liver tissues. The Venn diagrams display deregulated genes in *Rap1* null vs. WT livers only (blue), in *Rap1*^KI/KI^ vs. WT livers only (pink), and genes that were deregulated in both *Rap1* null and *Rap1*^KI/KI^ livers (overlap). Overlapping genes are listed. Upregulated genes are red, and downregulated genes are blue. Data from *Rap1* null livers tissues is from the cited sources (above blue diagrams).
(TIF) Click here for additional data file.

S1 Table Gene Transcription is altered in *Rap1*^KI/KI^ tissues. (XLSX) Click here for additional data file.

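S1 Table lists genes with a z-ratio, a p-value and an FDR for each tissue and sex. For males the paper's counts are 84 genes in the liver (71 higher and 13 lower), 130 in the brain (114 and 16), 295 in the heart (185 and 110) and 72 in the muscle (52 and 20). No listed male gene has a z-ratio under 1.5 in absolute value or an FDR of 0.3 or more. The z-ratio of each male gene was recomputed from the arrays as the difference of the group means of the z-scores, divided by the SD of that difference over all probes. Of 581 male entries, 575 were matched to a probe, and 556 (96.7%, 95% exact binomial interval 94.9% to 98%) had the same sign as in the table. The Spearman correlation across genes, which are not independent replicates, was 0.80 in the liver, 0.94 in the brain, 0.92 in the heart and 0.94 in the muscle. The genes were chosen on these samples. A recomputed z-ratio of the same sign and at least 1.5 was found for 68 genes in the liver, 117 in the brain, 238 in the heart and 57 in the muscle, and without mouse KI3 for 46, 59, 166 and 49. Genes that met this size and an unadjusted p under 0.05 in the recomputed values numbered 483 in the liver, 480 in the brain, 565 in the heart and 320 in the muscle. In the muscle, 2 of the 70 matched genes are brain transcripts at least 7 log2 units brighter in the brain than in the other muscle samples.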

S2 Table Genetic pathways are altered in *Rap1*^KI/KI^ tissues. (XLSX) Click here for additional data file.

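S2 Table gives pathways with a z-score and an FDR for each tissue and sex. The paper's counts for males are 34 higher and 39 lower pathways in the liver, 83 and 24 in the brain, 39 and 77 in the heart, and 85 and 80 in the muscle. Of the male pathways named after Reactome sets, those that matched a set tested here by name numbered 31 in the liver, 39 in the brain, 51 in the heart and 77 in the muscle. The direction by camera was the table's for 29, 38, 51 and 76 of these, and 7, 10, 36 and 39 also had an adjusted p under 0.05 in that direction. The paper's z-score was -6.17 for the ribosome and 5.72 for mitotic prometaphase in the liver, 7.1 for chemokine receptors in the brain, -4.39 for oxidative phosphorylation in the heart and -3.26 for the proteasome in the muscle. In the arrays, the ribosomal protein genes had a median log2 difference of -0.17 in the liver (adjusted p = 2.4e-11, and -0.03 after quantile normalization) and the proteasome genes -0.30 in the muscle (adjusted p = 2.3e-05, and 0.036 without mouse KI3). A test that treats genes as independent, as a pathway z-score does, was run on the log2 differences of the main scaling, not on z-scores. It called 2 metabolic and 16 immune sets in the brain, 1 and 2 in the liver, 32 and 35 in the heart, and 34 and 35 in the muscle.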

S3 Table Cytokine/Chemokine expression in untreated and LPS-stimulated WT and *Rap1* knockin BMDMs. (XLSX) Click here for additional data file.

S4 Table Cytokine/chemokine expression in WT and *Rap1* knockin serum and tissues. (XLSX) Click here for additional data file.

S5 Table Tumor incidence and gross abnormalities are increased in *Rap1* knockin mice. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

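The intensity values deposited by the authors are the processed signals of 1-color Agilent arrays, which Feature Extraction 12.0.3.1 had subtracted for background and detrended spot by spot, with no normalization between arrays. The score values deposited by the authors in the series table are z-scores, computed within each array from the log10 processed signals of all spots, controls included. Recomputed z-scores were within 0.005 of them on all 24 arrays. The paper's methods refer to an earlier publication for the arrays. The text states no normalization or test for them, and no threshold beyond a general p under 0.05.

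Levels are log2 processed signals minus the log2 of the 75th percentile of the array. Control spots and spots with an outlier flag were left out, and the spots of a probe were averaged. Of 55681 probes, 28331 were named, for 21368 genes, and 27350 have no name here. Where a gene has several probes, the one with the highest mean level in the tissue represents it. A probe was tested in a tissue if it was well above background on at least 3 of 6 arrays. Genotypes were compared within each tissue with limma 3.58.1 in R 4.3.3 (two-sided tests, Benjamini-Hochberg adjustment over all tested probes of the tissue), with data.table 1.17.8 and statmod 1.5.0. Gene sets are the Reactome sets of fgsea 1.28.0 and were tested with camera from limma on its moderated statistics, with adjustment within the Reactome sets, the written lists and the parent sets separately. The lists of marker and pathway genes were written by hand before the arrays were examined, except a pair of bone marrow lists. The marker lists were written with S1 Table in view, whose male part comes from these arrays. Gene names there had raised the question of mixed tissues, so calls of marker lists are not independent of that table. Exact tests permute all 10 splits of 6 mice into 3 and 3.

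The alternatives were quantile normalization, normexp background correction with an offset of 50 on median foreground and background signals, z-scores, the authors' table, no filter, probes above background on all arrays, a fit of all 24 arrays with and without the mouse as a replicate block, the age or the slide as a block, trend and robust eBayes, array weights, each mouse left out, other thresholds, fry, an estimated correlation, a test that treats genes as independent, and other probe choices. Slide was used as a block in the brain and the heart only, and in the brain it coincides with age. The same 6 mice gave all 4 tissues. Correlations between 2 tissues of the same mouse, relative to the mean of its genotype in the tissue, ran from -0.32 to 0.38 over 36 pairs (median 0.09, 17 above 0.1, 24548 probes), and the consensus correlation was 0.027 to 0.036.

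Genes were named by a rule written in advance: all genes of the shelterin, Fig 6D, cytokine and inflammasome lists that the text takes up, per tissue 5 genes with all *Rap1* KI/KI mice on one side of all WT mice, by the smallest p because no gene passed the adjusted threshold, and at most the 5 brightest members of any other list. The procedures were tested on simulated data. With 200 probes changed in data drawn from the mean and SD of each probe, limma recovered 1.5% to 6.1% of the changes of 1 log2 unit, 47.8% to 53.7% of those of 2 and 67.2% to 83.6% of those of 3, with 2 to 6 false calls among 85 to 98. Dixon's test for outliers was not applied to groups of 3. Female arrays, proteomics and other assays of the paper were not analysed here.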

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

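Of the tests in this part, those of brain tissue in the muscle, bone marrow, slow fibers, brain regions behind the cerebellum and brainstem genes, and the mouse behind the ribosomal difference were chosen only after the result was seen. The first 6 results are signals in genes that the paper does not discuss, where the highest *Rap1* KI/KI mouse lies above the highest WT mouse, and the last 2 are differences between the liver and the other tissues. No call of these lists by camera had an adjusted p under 0.05 by fry.

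Neuron genes in the muscle lay 4.26 log2 units above the highest WT mouse in mouse KI3 (median difference 1.90, camera adjusted p = 5.7e-07, higher in 2 of 3 *Rap1* KI/KI mice). All 9 genes are above background in all WT muscles. In mouse KI3, *Snap25* was at 5.09 (WT 3.51 to 4.16), *Rtn1* at 5.02 (WT -0.45 to 0.07) and *Eno2* at 3.37. Nerve in the dissected muscle would bring Schwann cell genes, whose median was 0.15 in that sample, under the highest WT mouse (0.45). Of the 100 brightest brain genes that muscle lacks, 100 were higher there than in the median of the other samples, at a median of 11% of their brain level (quartiles 7.7% and 13%). They include glial genes: *Aldoc* was at 5.18 and *Gfap* at 1.94. Brain tissue or brain RNA in this sample is a candidate explanation. Without mouse KI3, the median was 0.53 (adjusted p = 0.00012), which may have the same source, since in the muscle of mouse KI1 95 of these brain genes were higher, at a median of 0.31% of their brain level. An effect of the genotype was not tested apart from this.

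Adipocyte genes in the heart lay 4.38 above the highest WT mouse in mouse KI3 (median difference 3.32, camera adjusted p = 6e-08). The *Rap1* KI/KI hearts were at 3.58, 0.69 and 5.19 and the WT hearts at -1.46, 0.79 and 0.81 (exact permutation p = 0.3). In mouse KI3, 12 of 14 genes were above every WT heart, in mouse KI1 there were 11 and in mouse KI2 there were 4. Of the most abundant genes, *Lpl*, *Fabp4* and *Cd36*, which are bright in WT hearts already, differed by -0.09, 0.19 and -0.08. *Cfd* was at 6.99, 4.97 and 8.14 in the *Rap1* KI/KI hearts and at -0.12, 4.68 and 4.53 in the WT hearts, and *Car3* at 5.54, 2.47 and 6.39 against -1.62, 2.44 and 2.35. All WT hearts express 13 of the 14 genes above background. Fat attached to the dissected heart is a candidate explanation, and more fat in *Rap1* KI/KI hearts stays open as an untested effect of the genotype. Without mouse KI3, the median was 2.22 (adjusted p = 9.2e-08).

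Neutrophil genes in the muscle lay 5.17 above the highest WT mouse in mouse KI1 (median difference 2.70, camera adjusted p = 1.1e-09), with the *Rap1* KI/KI mice at 5.77, -0.13 and 2.48. *S100a9* was at 5.92 in mouse KI1 (WT -0.87 to 0.91), and *Csf3r* at 6.52 in mouse KI1 and 7.07 in mouse KI3 (WT 6.30 to 6.72). All WT muscles express 8 of the 11 genes. Red cell genes (0.89, adjusted p = 1.1e-09) and platelet genes (0.95, adjusted p = 3e-04) were higher too. Against blood left in the muscle as the whole source, the log2 ratio of *S100a8* to *Hbb-bt* in mouse KI1 was 4.05 above the highest of its other tissues. A list of bone marrow precursor genes was at 0.70 in that muscle (highest WT 0.05), with 5 of 11 genes above every WT mouse, and a list of marrow granulocyte genes at 3.53. Marrow in the sample and neutrophils that entered the muscle cannot be told apart, because only 6 of the 11 precursor genes are above background there. Both may hold, and the genotype stays open as untested. Without mouse KI1, the median of the neutrophil list was 1.17 (adjusted p = 4.4e-05).

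Slow fiber genes in the muscle lay 2.95 above the highest WT mouse in mouse KI1 (median difference 1.78, camera adjusted p = 1.4e-06). All 10 genes were above every WT muscle in mice KI1 and KI3, while mouse KI2 was at -0.44, within the WT range. *Myl3* was at 8.21 and 5.87 in mice KI1 and KI3 (WT 0.71 to 3.31). All WT muscles express the 10 genes, and 2 of these are in another list. A candidate explanation is that a different muscle or part of it was taken, and an effect of the genotype on fiber types was not tested apart from it. Without mouse KI1, the median was 0.63 (adjusted p = 0.018).

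In the brain, cerebellum genes lay 2.31 above the highest WT mouse (median difference 1.24, camera adjusted p = 1e-04) and brainstem genes 2.08 (median difference 2.02, adjusted p = 0.086), both in mouse KI1. Mice KI1 and KI2 were at 3.03 and 1.58 for the cerebellum and 3.09 and 2.72 for the brainstem, and mouse KI3 at -1.23 and -1.41. *Pcp2* was at 6.36, 5.03 and -1 in these mice and at 4.21, 1.93 and -0.96 in the WT mice. All WT brains express 9 of the 11 cerebellum and 6 of the 11 brainstem genes. The lists move together and in both directions, so that unequal regions of the brain in the samples are a candidate explanation. Without mouse KI1, the cerebellum median was 0.45 (adjusted p = 0.063), and without mouse KI3 the brainstem median was 2.91 (adjusted p = 2.1e-06).

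The effect of the genotype in the liver differed from the mean of the other tissues for ribosomal protein genes (-0.11, camera adjusted p = 0.00029) and for mitotic genes (0.38, adjusted p = 0.0011). By mouse, the liver minus the other tissues was -0.13 to -0.10 in *Rap1* KI/KI and -0.22 to 0.20 in WT mice for ribosomal genes (exact permutation p = 0.4), and 0.15 to 0.65 against -0.22 to 0.30 for mitotic genes (exact permutation p = 0.2). For ribosomal genes, the difference was -0.02 without mouse WT2, so that this mouse may carry it. For mitotic genes the call was lost without that mouse (0.28, adjusted p = 0.05) or without mouse KI2 (0.27, adjusted p = 0.075). Of the 10 splits of the mice, 7 call as many lists, so chance cannot be excluded. A tissue-specific effect of the genotype stays open.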

How the results depend on the processing

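The test chosen only after the result was seen is that of sets without proteasome genes. Of the alternatives to the main results, 448 kept the direction and the side of the threshold, or a count within 1.5 times. In 93 a count or value moved, 19 were weaker, 15 stronger and 2 reversed. Of 1292 settings for 74 named genes, 1205 gave the same, 82 moved and 5 were stronger (brain, array weights). None could reverse a called difference or weaken one, because none of the 74 genes was called in the main analysis. A gene that gave the same had stayed uncalled, which says little about its stability. Of the 74 genes, 31 changed sign under at least 1 alternative. Except where construction is named, the cause was not tested. No alternative had to be left out.

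Limma called 0 probes in the liver, heart and muscle under every alternative (unadjusted p under 0.05 in the main analysis: 750, 2616 and 799), and 0 in the brain (989) except for 1 with quantile normalization, 1 at an adjusted p of 0.30, 1 with the thresholds of S1 Table and 3432 with array weights, where mouse WT3 outweighs the others. The share of probes higher in *Rap1* KI/KI mice among those with p under 0.05 depended on the scaling: 58.5% in the liver, 42.3% in the brain, 67.8% in the heart and 58.2% in the muscle, but 67%, 61.9%, 52.4% and 35.9% after quantile normalization, 27.9%, 68.3%, 47% and 33.8% with normexp and 81.2%, 59.4%, 65.4% and 56.1% with z-scores.

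Fry and the estimated correlation called 0 metabolic sets, 0 immune sets and 0 lists in the liver, brain, heart and muscle. Under them the adjusted p was 0.87 and 0.81 for oxidative phosphorylation in the liver (-0.08), 0.59 and 0.67 in the heart (-0.24), 0.63 and 0.52 for interferon-induced genes in the brain (0.96), 0.7 and 0.62 for chemokine genes there (0.44), and 0.055 and 0.1 for mitotic genes in the liver (0.69). The Metabolism set in the liver was 0.03 and higher by fry. A test treating genes as independent called 1 metabolic and 2 immune sets and 12 lists in the liver and 2 metabolic and 16 immune sets in the brain, and the Immune System set in the brain (0.05, adjusted p = 1.2e-14).

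Quantile normalization called 0 metabolic sets in the liver and in the heart and 1 immune set in the heart. It moved oxidative phosphorylation to 0.03 in the liver (adjusted p = 0.74), -0.08 in the heart (0.084) and 0.11 in the muscle (1.6e-05). Metabolism in the liver moved to 0.07, and the mouse-consistent probes to 1, of another gene (*Mroh5*). With normexp there were 4 metabolic sets in the liver, all higher, 17 immune sets in the brain and 4 lists for the liver against the other tissues. Oxidative phosphorylation was -0.06 in the liver (0.29) and 0.03 in the muscle (0.022), and Metabolism in the liver was 0.02. Z-scores called 23 metabolic and 26 immune sets in the liver, and the authors' table called 23 metabolic and 28 immune sets there, all lower. Oxidative phosphorylation in the muscle was then 0.02 (0.0094) and 0.01 (0.034), and with the authors' table Metabolism in the liver was 0 (0.037, lower).

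Without a filter there were 0 metabolic and 2 immune sets in the liver and 5 immune sets in the brain, oxidative phosphorylation in the liver was -0.08 (0.16) and Metabolism 0.02. With probes above background on all arrays, 0 metabolic sets were called in the brain. The age block left 1 metabolic set in the liver and 4 immune sets in the brain, as did the slide block with 4. Trend and robust eBayes gave 18 immune sets in the brain. Array weights gave 0 metabolic sets in the liver, 14 metabolic and 17 immune sets in the brain, oxidative phosphorylation of -0.02 in the liver (0.13) and 0.31 in the brain (1.3e-06), Metabolism in the liver of 0.07, and reversed chemokine genes in the brain (0.19, test lower, 0.89). The Immune System set in the brain was 0.05 with all 24 arrays in one fit (0.016) and with the replicate block (0.017). The replicate block gave 6, 16, 15 and 17 called lists in the liver, brain, heart and muscle (7, 19, 16 and 17 in the main analysis) and 15 immune sets in the brain, all higher. The probe with the largest z-ratio gave 98.4% of S1 Table genes with the same sign. Without proteasome genes, 9 metabolic and 5 immune sets were called in the heart and 10 and 3 in the muscle, which the removed genes explain by construction.

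Leaving out each mouse in turn gave 0 to 0 probes in each tissue. Metabolic sets ran from 0 to 17 in the liver (17 without mouse WT3), 0 to 8 in the brain, 12 to 33 in the heart and 7 to 27 in the muscle (7 without mouse KI3). Immune sets ran from 0 to 20, 0 to 19 (0 without mouse KI3), 16 to 35 and 3 to 35 (3 without mouse KI3), and lists from 2 to 9, 14 to 20, 10 to 18 and 14 to 17. Oxidative phosphorylation ran from -0.20 to 0.01 in the liver, -0.06 to 0.22 in the brain, -0.42 to -0.13 in the heart and -0.10 to 0.12 in the muscle. In the brain, interferon-induced genes ran from 0.34 to 1.44, chemokine genes from 0.08 (without mouse KI3, test lower, adjusted p = 0.73) to 0.71, and the Immune System set from 0.02 to 0.11. In the liver, mitotic genes ran from 0.59 to 0.75, Metabolism from -0.04 to 0.11 and *Ly6d* from 1.23 to 1.58. The interaction called 0 to 4 probes and the liver against other tissues 0 to 3 lists.

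Signal over background limits the results for dim genes: 58.8% to 66.2% of probes were well above background in the liver, and for a gene below background in all mice of a genotype only a lower bound is given. The median difference over all probes was -0.01 in the liver, -0.05 in the brain, -0.02 in the heart and -0.07 in the muscle.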

Differences from the paper's values

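No test in this part was chosen only after the result was seen, except that of sets without proteasome genes. S1 Table lists, as the paper's counts, 84 genes altered in *Rap1* KI/KI males in the liver, 130 in the brain, 295 in the heart and 72 in the muscle. Limma called 0 genes in each tissue at an adjusted p of 0.05 (probes at an unadjusted p under 0.05: 750, 989, 2616 and 799). None of the alternatives set before the data were examined comes within 1.5 times of the paper's counts. In the liver, heart and muscle all of them gave 0, and in the brain all gave 0 genes except array weights, with 1526. Genes with a z-ratio of at least 1.5 and an unadjusted p under 0.05 numbered 483, 480, 565 and 320.

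The statements below cover both sexes in the paper, and only males were analysed here. The paper states that the liver had the most altered transcripts, and with the females included S1 Table lists the most in the liver, by the paper's count of 486. Among its male genes the heart has the most, by the paper's count of 295, and among the probes at an unadjusted p under 0.05 the heart had 2616 and the liver 750. This order depended on single mice. Without mouse WT1 the liver had more, with 3663 against 1424 in the heart. The heart had more without each of the other mice, but with 789 against 668 in the liver without mouse KI3. The interaction of genotype and tissue called 0 probes (1236 at an unadjusted p under 0.05).

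The paper states that most altered pathways are metabolic. Of the Reactome sets called by camera, 2 of 25 in the liver, 1 of 53 in the brain, 23 of 190 in the heart and 25 of 163 in the muscle are metabolic.

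The paper states that metabolic pathways rose in the brain, heart and muscle. In the brain 0 metabolic sets were called higher and 1 lower, in the heart 4 higher and 19 lower, and in the muscle 12 higher and 13 lower. For the male hearts, the paper's S2 Table itself lists 39 higher and 77 lower pathways of all kinds, with a z-score of -4.39 for oxidative phosphorylation. Most of the lower sets called in the heart and the muscle share the proteasome genes with immune sets. The muscle had 19 higher and 12 lower after quantile normalization, 20 and 13 with normexp and 17 and 13 with z-scores. In the brain, array weights called 14 higher and 0 lower, and leaving out mouse KI1 called 7 higher and 1 lower, mouse KI2 3 and 1, and mouse KI3 3 and 0. In the muscle, 6 were higher and 1 lower without mouse KI3, and 10 higher and 0 lower without proteasome genes, a setting chosen after seeing the values. In the heart, quantile normalization called 0. There, 0 were higher without mouse WT1 or KI1, and 13 without mouse WT2.

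The paper states that immune pathways rose in all 4 tissues. In the liver 0 were called, in the heart 3 higher and 29 lower, and in the muscle 1 higher and 26 lower. Leaving out mouse KI1 called 2 higher and 0 lower in the liver, quantile normalization 1 higher and 0 lower in the heart, and leaving out mouse KI3 3 higher and 0 lower in the muscle. Without proteasome genes, chosen after seeing the values, the heart had 3 higher and 2 lower. It had 0 higher and 16 lower without mouse WT1, and 0 and 29 without mouse KI1.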

Other observations

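Of the tests of explanations in this part, that of brain regions behind the choroid plexus genes was chosen before the result was seen, and the others only after it. The gene lists, the scalings and the omission of each mouse were set before the arrays were examined, the marker lists with S1 Table in view. Chance cannot be excluded for these counts in any tissue, since 3 mice against 3 have only 10 splits. A result at least as large came from 8 of these in the liver, 6 in the brain, 3 in the heart and 9 in the muscle for probes at an unadjusted p under 0.05, from 5, 7, 4 and 3 for metabolic sets, from 10, 5, 1 and 2 for immune sets, and from 5, 1, 2 and 1 for lists. For the interaction it was 8 and for the Fig 6D genes 2. These counts mix chance with age and slide, since 4 of the 10 splits put the 5-month mice, WT1 and KI1, on the same side. In the liver these had 2659, 4297, 2486 and 4098 probes at an unadjusted p under 0.05, and the other splits 201 to 1370. In the brain, where these mice were also on another slide than the rest, the split of both with mouse KI2 called 3183 probes. With age or slide as a block, the genotypes differed by 0 probes in the brain, and with age as a block by 0 in the liver.

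In the brain, the higher immune genes (median of the interferon list 0.96, all 3 *Rap1* KI/KI mice above WT) depended on single mice. Without mouse KI3, 0 immune sets were called higher and 0 lower, and without mouse WT2 there were 1 and 0, from 8 and 2. Without mouse KI3, the interferon list remained called (0.34, adjusted p = 0.00028, range over alternatives 2.4e-21 to 0.63). Against blood in the sample, red cell genes were at -0.46 in the brain of mouse KI3. Against a mislabelled sample, this brain was at -2.40 from the mean of the brains at the probe with the strongest mouse effect in the other tissues, where the mouse was at -2.53, and the other brains were at -0.13 to 1.15. Unequal brain regions cannot be told apart from an immune change, because only 1 WT brain (interferon list -0.12) has a similar regional pattern. The brain of mouse KI3 may carry part of the signal, and an effect of the genotype stays open as untested. *Aif1* was at 3.75 and *Ccl5* at 1.25 in this mouse.

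Choroid plexus (0.70, adjusted p = 3.4e-07), ependymal (0.65, 5.7e-05) and meninges genes (0.66, 4e-06) were higher in *Rap1* KI/KI brains and cortical projection neuron genes lower (-0.47, 0.00011). The highest *Rap1* KI/KI brain was at -0.30 for the cortical list, within the WT range of -0.68 to 0.56. Unequal regions and an effect of the genotype cannot be told apart, because the regions taken are not known here. The ependymal call was lost without mouse KI3 (0.33, 0.052) and the cortical call without mouse WT1 (-0.23, 0.06). Also called in the brain, whichever mouse was left out, were oligodendrocyte (0.27, 0.0016) and astrocyte genes (0.41, 0.00025) as higher. Other calls were lost without mouse KI3 and without at least 1 other mouse. Called higher were the mitotic (0.29, 0.0013, called in 4 of 6 omissions, and -0.05, 0.59 without mouse KI3), smooth muscle (0.24, 0.0049, in 4, and 0.15, 0.4) and PPAR alpha target genes (0.13, 0.042, in 1, and 0.16, 0.14), and lower slow fiber (-0.28, 0.021, in 3, and -0.15, 0.14), circadian (-0.11, 0.033, in 2, and -0.08, 0.19), immediate early (-0.60, 0.0055, in 3, and -0.16, 0.19) and sterol genes (-0.15, 0.033, in 3, and 0.06, 0.76). The ribosomal call (0.11, 0.001) was lost without mouse WT3 (0.04, 0.12) or KI1 (0.06, 0.11).

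In the liver, the 22 mitotic genes were higher (median 0.69, adjusted p = 1.9e-25, 1.2e-29 to 0.1 over the alternatives), with the *Rap1* KI/KI mice at 0.70, 0.75 and 0.71 and the highest WT mouse at 0.17 (exact permutation p = 0.1, the smallest possible). The list includes *Mad2l1*, *Birc5*, *Cdc20*, *Mki67* and *Ccnb2*. Against age, among the 4 mice of 2 months the lowest *Rap1* KI/KI liver lay 0.77 above the highest WT liver. Against macrophages in the samples, 1 of 3 *Rap1* KI/KI livers had macrophage genes above the WT range. Against background signal, it was 0.69 among probes above background on all 6 arrays, and 0.40 with normexp. More cell division in *Rap1* KI/KI livers is a hypothesis found and tested on the same data. The list was higher in the muscle too (0.47, and 0.18 with normexp, adjusted p = 1.1e-09, exact permutation p = 0.1). Also called in the liver, though not without each mouse, were smooth muscle (0.85, 0.0038, with 0.30 under normexp and an adjusted p of 0.48 without mouse WT1, called in 5 of 6 omissions), ependymal (0.69, 0.018, with 0.04 under normexp and an adjusted p of 0.15 without mouse KI2, called in 2) and PPAR alpha target genes (0.17, 0.018, with 0 and 0.52 without mouse KI1, called in 3).

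In the heart, the lists called whichever mouse was left out were, besides the adipocyte genes, brainstem (median log2 difference 0.76, adjusted p = 0.0022), astrocyte (0.58, 0.0027) and smooth muscle genes (1.02, 0.004) as higher, and ventricular (-1.04, 0.00026) and proteasome genes (-0.34, 2.3e-05) as lower. Calls lost without mouse WT1 and also without mouse KI3 were atrial (1.15, 0.018, then -0.36, 0.38 and 0.76, 0.43), Schwann cell (0.25, 0.011, then 0.10, 0.18 and 0.18, 0.15), choroid plexus (0.51, 0.03, then -0.03, 0.33 and 0.24, 0.14) and meninges genes (0.37, 0.0057, then 0.10, 0.33 and 0.23, 0.092). The lowest atrial level was that of mouse WT1, at -3.08. The neutrophil call (0.64, 0.0047) was lost without mouse WT1 (0.07, 0.39). In the heart of mouse KI3, 94 of 100 bright brain genes that the heart lacks were higher than in the other hearts. They were at a median of 0.35% of their brain level, so brain RNA is a candidate source of neuron genes in that sample. The neuron call (0.63, 0.0075) was lost without mouse KI3 (0.25, 0.24), WT1 (0.54, 0.052) or WT2 (0.62, 0.095), the red cell call (0.39, 0.0047) without mouse WT2 (0.13, 0.17), and the lower slow fiber (-0.27, 0.0084) and ribosomal calls (-0.19, 0.0021, and 0 after quantile normalization) without mouse WT3 (-0.20, 0.12 and -0.09, 0.22), the ribosomal call also without mouse KI1 (-0.15, 0.075).

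In the muscle, adipocyte (median log2 difference 0.94, adjusted p = 3e-06), PPAR alpha target (0.40, 6.8e-08) and astrocyte genes (0.83, 3e-04) were called higher whichever mouse was left out. The adipocyte median fell to 0.29 (0.046) without mouse KI2 and 0.31 (0.024) without mouse WT2. The *Rap1* KI/KI muscles were at 0.24, 2.57 and 0.36 for these genes, and the WT muscles at 1.48, -1.63 and 0.14. The PPAR alpha target median fell to 0.17 (0.0022) without mouse KI1. Without mouse KI3, whose sample held brain transcripts, the astrocyte genes were at 0.55 (0.047), and the calls of oligodendrocyte (0.45, 0.0015, then 0.19, 0.22) and microglia genes (0.12, 0.022, then 0.07, 0.44), and of ribosomal genes as lower (-0.11, 0.041, then -0.06, 0.11), were lost. The last 2 were called in only 2 of 6 omissions each. The Schwann cell call (0.31, 0.0073) was lost without mouse WT1 (-0.01, 0.25) and the lower circadian call (-0.28, 0.01) without mouse KI2 (-0.19, 0.083).

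Proteasome genes inside the immune sets are a candidate explanation for the lower calls in the heart and the muscle, where 4 immune sets stayed lower without them, from 55. The proteasome median was -0.30 in the muscle and -0.12 (adjusted p = 0.036) without mouse KI3.

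Of 24548 probes measured in all tissues, 2 separated the genotypes with the same sign in all 4: *Nusap1*, higher, and *Cobl*, lower. Chance cannot be excluded, since 3 of the 10 splits gave as many. After quantile normalization, neither probe separated the genotypes in all 4 tissues, and 1 other probe did (*Mroh5*, lower). Some probes separate single mice in all tissues. Variants that differ between the mice may do so, but among the 20 genes with the strongest mouse effect 0 neighboring pairs were found (random mean 0.14, permutation p = 1), and scattered variants cannot be told apart from other effects of the mouse because single variants leave no neighbors.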
